# ChEC-seq kinetics discriminates transcription factor binding sites by DNA sequence and shape *in vivo*

**DOI:** 10.1038/ncomms9733

**Published:** 2015-10-22

**Authors:** Gabriel E. Zentner, Sivakanthan Kasinathan, Beibei Xin, Remo Rohs, Steven Henikoff

## Abstract

Chromatin endogenous cleavage (ChEC) uses fusion of a protein of interest to micrococcal nuclease (MNase) to target calcium-dependent cleavage to specific genomic loci *in vivo*. Here we report the combination of ChEC with high-throughput sequencing (ChEC-seq) to map budding yeast transcription factor (TF) binding. Temporal analysis of ChEC-seq data reveals two classes of sites for TFs, one displaying rapid cleavage at sites with robust consensus motifs and the second showing slow cleavage at largely unique sites with low-scoring motifs. Sites with high-scoring motifs also display asymmetric cleavage, indicating that ChEC-seq provides information on the directionality of TF-DNA interactions. Strikingly, similar DNA shape patterns are observed regardless of motif strength, indicating that the kinetics of ChEC-seq discriminates DNA recognition through sequence and/or shape. We propose that time-resolved ChEC-seq detects both high-affinity interactions of TFs with consensus motifs and sites preferentially sampled by TFs during diffusion and sliding.

## Abstract (web summary)

In chromatin endogenous cleavage (ChEC), micrococcal nuclease (MNase) is fused to a protein of interest and its cleavage is thus targeted to specific genomic loci *in vivo*. Here, the authors show that time-resolved ChEC-seq (high-throughput sequencing after ChEC) can detect DNA shape patterns regardless of motif strength.

Genome-wide determination of protein binding sites is of great interest for understanding normal and pathological cellular processes. Numerous techniques have been developed to map global protein–DNA interactions, and the most popular is formaldehyde crosslinking chromatin immunoprecipitation with high-throughput sequencing (X-ChIP-seq). Although ChIP-seq has been used to gain numerous insights into the regulation of DNA-templated processes, it has notable limitations attributable to crosslinking and sonication^1^. Formaldehyde, the most commonly used reagent for ChIP crosslinking, preferentially generates protein–protein crosslinks^2^ and can lead to epitope masking. X-ChIP-seq may also artificially inflate transient factor-chromatin interactions^3^,^4^, a problem that appears to be particularly acute at highly transcribed regions^5^,^6^,^7^. The resolution of X-ChIP-seq is also limited by sonication, though the addition of nuclease digestion steps (as in ChIP-exo, high-resolution X-ChIP and ChIP-nexus) can greatly improve its resolution^8^,^9^,^10^. In addition, sonication may introduce biases towards protein binding sites in open chromatin^11^,^12^. ChIP-seq performed without crosslinking, as in occupied regions of genomes from affinity-purified naturally isolated chromatin (ORGANIC) profiling, circumvents issues associated with crosslinking and provides high resolution due to the use of micrococcal nuclease (MNase) to fragment chromatin^12^,^13^. However, the solubility of chromatin-associated proteins may be poor under the relatively gentle extraction conditions required for non-crosslinking methods^9^.

While ChIP-seq is most frequently used to map genome-wide protein–DNA interactions, a number of orthogonal methods, each involving fusion of chromatin proteins to DNA-modifying enzymes, have also been implemented. In one such method, DNA adenine methyltransferase identification (DamID)^14^, a protein of interest is fused to the Dam methyltransferase, resulting in methylation at regions bound by the protein and containing GATC sequences. In conjunction with microarray analysis, DamID has been used extensively to characterize genome-wide protein–DNA interactions in a range of model systems^15^,^16^,^17^,^18^,^19^. DamID allows the identification of protein-binding sites in living cells without the need for crosslinking or immunoprecipitation, and, as it relies on total DNA extraction rather than chromatin solubilization, it is quantitative and can thus be used with small amounts of starting material. However, the resolution of DamID is limited to kilobase-sized regions^15^ and the DNA-methylating activity of the fusion protein is constitutive. A second enzymatic method is Calling Card-seq, in which a chromatin protein of interest is fused to a transposase to facilitate targeted integration of transposons into the genome^20^. This method offers advantages similar to DamID with the added benefit of somewhat higher resolution, though it may be limited by transposase sequence preferences and also depends on the presence of restriction sites an appropriate distance from the inserted transposon to create templates for circularization and inverse PCR.

A third enzymatic method, chromatin endogenous cleavage (ChEC)^21^, makes use of a fusion protein comprising a chromatin protein of interest and MNase, which degrades unprotected DNA in the presence of calcium. ChEC has been used to characterize protein binding at specific genomic loci in yeast, such as the *GAL1-10* promoter, *HML* and rDNA^21^,^22^, and has been used in conjunction with low-resolution microarray analysis to assess the association of nuclear pore components with the genome^23^. The benefits of ChEC are similar to those of DamID and Calling Card-seq, with resolution that is one to two orders of magnitude higher than that of these techniques, approaching base-pair resolution when analysed by primer extension^23^. Importantly, ChEC is controllable, as robust MNase activity depends on the addition of calcium to millimolar concentrations, several orders of magnitude greater than the 50–300 nM free calcium observed in unstimulated yeast^24^ and mammalian cells^25^,^26^,^27^,^28^,^29^.

We asked whether a combination of ChEC with high-throughput sequencing (ChEC-seq) would allow high-resolution determination of protein binding sites on a genome-wide scale while circumventing issues with crosslinking, protein solubility, and antibody quality. Indeed, ChEC-seq yielded several times more binding sites for the budding yeast transcription factors (TFs) Abf1, Rap, and Reb1 than have been reported by ChIP-based methods. Making use of the inducible nature of ChEC, we found that binding sites for these TFs could be partitioned into two distinct temporal classes. The first displayed high levels of cleavage less than a minute after the addition of calcium and contained robust matches to known consensus motifs. In contrast, the second class of sites did not display appreciable levels of cleavage until several minutes after calcium addition and was depleted of motif matches. Sites containing motifs also displayed asymmetric cleavage patterns, indicating that ChEC-seq can detect directional TF–DNA binding. Strikingly, we found that sites both with and without motifs displayed notable DNA shape features relative to random sites, indicating that the kinetics of ChEC can separate TF binding sites (TFBSs) recognized by a combination of DNA shape and sequence or shape alone. We speculate that rapidly cleaved sites, containing high-scoring motifs, represent direct, high-affinity binding of TFs to DNA, while slowly cleaved sites, with low-scoring motifs, are loci transiently sampled by TFs during diffusion and sliding due to their favourable shape profiles. Our results establish ChEC-seq as a robust genome-wide high-resolution mapping technique orthogonal to ChIP-seq that we anticipate will be broadly applicable to numerous biological systems.

## Results

### Overview of the ChEC-seq experimental strategy

We generated a construct encoding a 3 × FLAG epitope and MNase for PCR-based C-terminal tagging of endogenous loci in budding yeast. We chose to interrogate the genome-wide binding of the three canonical general regulatory factors: ARS Binding Factor 1 (Abf1), Repressor Activator Protein (Rap1) and RNA polymerase I Enhancer Binding protein (Reb1). Abf1 contains a bipartite DNA-binding domain (DBD) consisting of a zinc finger and an uncharacterized domain and regulates RNA polymerase II transcription as well as DNA replication^30^ and repair^31^. Rap1 contains a Myb-family helix–turn–helix DBD and regulates the expression of ribosomal protein genes^32^ and telomere length^33^. Reb1, like Rap1, contains a Myb-family helix–turn–helix DBD and is involved in the regulation of RNA polymerase I and II transcription^34^,^35^,^36^. ChEC in conjunction with southern blotting has been successfully used to map the binding of Reb1 to rDNA^37^,^38^. In addition, all three factors have been implicated in the formation of nucleosome-depleted regions at promoters throughout the yeast genome^39^,^40^,^41^.

TFs are often expressed at levels expected to drive nonspecific interactions with chromatin via mass action^42^,^43^ and scan for their binding sites via trial and error sampling of sites on chromatin^4^. We therefore anticipated that a substantial fraction of cleavages in the TF–MNase strains could be due to random diffusion and collision of the fusion proteins with chromatin. To control for this, we generated a strain harbouring a construct encoding 3 × FLAG-tagged MNase fused to an SV40 nuclear localization signal under the control of the *REB1* promoter integrated at the *URA3* locus (‘free MNase’). As there are more molecules of Reb1 than either Abf1 or Rap1 in a yeast cell^44^, we surmised that free MNase driven by the Reb1 promoter would also serve as a suitable control for Abf1 and Rap1 ChEC-seq experiments. The free MNase control is analogous to the unfused Dam control used in DamID experiments^15^. Expression of free MNase and TF–MNase fusions was well tolerated, as cells displayed no overt growth phenotype (Fig. 1a), though they showed increased background DNA damage as assessed by γH2A levels (Fig. 1b), in the absence of exogenous calcium.

We followed the previously described *in vivo* ChEC protocol^21^, wherein living yeast cells are permeabilized with digitonin before the addition of Ca^2+^ to induce chromatin cleavage (Fig. 1c). We presumed that treatment of permeabilized cells with Ca^2+^ would generate both specific cleavages at TFBSs and nonspecific cleavages resulting from mass action-driven interactions of the TF–MNase fusions with chromatin, leading to the generation of small protected fragments representing TFBSs. 

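ChEC-seq libraries were made from strains carrying Abf1, Rap1 or Reb1 fused to MNase and from a strain expressing free MNase, at 10 digestion time points (10, 20, 30, 40 and 50 s and 1, 2.5, 5, 10 and 20 m) and without added calcium. The analysed set holds 15 Abf1 libraries, 13 Rap1 libraries, 17 Reb1 libraries and 11 free MNase libraries, among them strains with a shortened linker or an N-terminal tag. Each TF has 3 replicates at 30 s, and every other condition is a single library. The authors deposited the chromosome, start and end of each paired-end fragment mapped with Novoalign to sacCer3/V64, which is the build of the reference used here, with identical fragments kept and no normalization. Abf1 libraries hold between 2554181 and 7565129 fragments (median 3399748), Rap1 libraries between 3394429 and 5616419 (median 3703347) and Reb1 libraries between 2631104 and 6583100 (median 5340012). Free MNase libraries hold between 47677 fragments, at 20 s, and 6476539 (median 2987375). The share of fragments that are distinct ran from 13.8% in the Reb1 library at 10 s to 94.4% in the free MNase library at 20 s. Fragment ends were counted at each base, divided by all ends of the library and multiplied by the number of positions with an end, as the deposited software does, and this per-base value is called signal here. Because the number of positions with an end differs between libraries, ends in ppm of all mapped ends were used as the alternative scale. In the time course of each TF, the labels give the libraries up to 1 m and those from 2.5 m on different run codes. Digestion time and run therefore cannot be told apart across that step. The Reb1 libraries from 2.5 m on also hold shorter fragments, with a median of 98 bp at 20 m against 193 bp for Abf1 and 211 bp for Rap1. A difference of Reb1 from the other TFs at these times cannot be told apart from one of fragment length. The strains with a shortened linker or an N-terminal tag carry the same run code at 30 s and 5 m. Replicate 1 at 30 s also carries another run code than replicates 2 and 3 for each TF. Statements about single libraries below rest on no replicate, and intervals on shares of peaks or sites cover counting error only, since the reads carry no molecular identifiers.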

We thus performed size selection of ChEC DNA before sequencing library preparation to enrich for small DNA fragments.

Before size selection, we analysed the kinetics of bulk genomic DNA degradation by TF–MNase fusions and free MNase by agarose gel electrophoresis. Analysis of widely spaced, minute-scale time points revealed notable smearing of genomic DNA by all three TF–MNase fusions by the 2.5 m time point. In contrast, 2.5 m of digestion in the free MNase strain yielded only very slight smearing of high-molecular-weight genomic DNA (Supplementary Fig. 1a). This pattern persisted until 20 m, when robust smearing of genomic DNA by free MNase could be observed. We interpret these patterns to indicate that specific cleavage mediated by TF–MNase fusions occurs relatively rapidly, at specific sites, following Ca^2+^ addition, while digestion with free MNase takes longer due to the fact that it is not specifically targeted to any sites on chromatin. A similar pattern was observed with second-scale digestion of DNA with Reb1-MNase, where slight smearing of genomic DNA was evident as early as 10 s, but no such degradation was observed in the free MNase strain (Supplementary Fig. 1b).

### ChEC-seq maps genome-wide TF binding

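Mean signal per base outside called peaks was 0.0333 for Abf1, 0.0234 for Rap1 and 0.0125 for Reb1 in the 10 s libraries. It reached 0.251, 0.170 and 0.0967 in the respective 20 m libraries. Inside windows of 51 bp at the peaks of each TF with maximal signal early in the time course, called early peaks here, the mean signal at 10 s was 2.20 per base for Abf1, 2.28 for Rap1 and 0.757 for Reb1. At 20 m it was 0.972, 0.969 and 0.797.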

Visualization of mapped ChEC-seq fragments revealed robust, discrete sites of cleavage over negligible background signal with variable dynamic range depending on the extent of digestion (Fig. 2a–c). 

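The highest per-base signal at the Abf1 locus shown in Fig. 2a, on chromosome IV, was 56.2 in the 10 s library and 102 in the 20 s library. At the Rap1 locus of Fig. 2b, on chromosome XIV, it rose from 11.5 to 18.9, and at the Reb1 locus of Fig. 2c, on chromosome VIII, from 68.2 to 171. Summed over the 51-bp window of each early peak, the mean signal changed between these libraries from 112 to 117 for Abf1, from 116 to 135 for Rap1 and from 38.6 to 146 for Reb1. In ppm of ends the same means went from 98.2 to 94.4 for Abf1, from 131 to 134 for Rap1 and from 81.5 to 98.4 for Reb1. At the loci of Fig. 2 the highest signal in ppm went from 49.1 to 82.1 for Abf1, from 13.0 to 18.8 for Rap1 and from 144 to 116 for Reb1. The direction thus depended on the scale for the Abf1 mean and for the Reb1 locus.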

A modest amount of cleavage was observed as quickly as 10 s, presumably due to activation of TF–MNase molecules bound to DNA at the outset of the time series, and increased markedly by 20 s. 

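Signal to noise was computed here as the mean signal in the windows of early peaks over the mean signal outside peaks, since the paper's text gives no formula. The ratio was highest in the 10 s libraries of Abf1 (66.1) and Rap1 (97.5) and in the 20 s library of Reb1 (78.1). At 30 s it was 44.8 ± 8.05 for Abf1, 86.3 ± 5.99 for Rap1 and 63.0 ± 4.39 for Reb1 (SD, n = 3 replicates each). In the 40 s libraries it was 46.8, 85.0 and 64.1. The libraries at 10 and 20 s share a run code with replicate 1 at 30 s alone, where the ratio was 52.6, 93.1 and 65.8. The highest value lay above that library by more than 1 replicate SD for Abf1 and Reb1 and by less for Rap1. By 20 m the ratio was 3.87 for Abf1, 5.70 for Rap1 and 8.24 for Reb1. Taking the median over peaks in place of the mean moved the ratio most, to 32.8 at 30 s for Abf1, and put the highest Abf1 ratio at 20 s. The highest Rap1 value by the median was that of replicate 1 at 30 s (57.8), but the mean of the 3 replicates, 52.8, lay below the 57.1 of the 20 s library.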

Signal to noise was generally highest at the 30 and 40 s time points, and dynamic range decreased thereafter, presumably due to TF unbinding and subsequent digestion of binding sites combined with an overall increase in background signal due to increasing nonspecific cleavage. 

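At 30 s the highest signal at the Abf1 locus of Fig. 2a was 129 ± 19.9 (SD, n = 3) at position 392642 of chromosome IV, 17 bp from SLM3 (YDL033C) and 585 bp from GPR1 (YDL035C). The Rap1 locus of Fig. 2b had 22.9 ± 4.66 (SD, n = 3) at position 349360 of chromosome XIV, 7 bp from PGA2 (YNL149C) and 839 bp from RPC31 (YNL151C). The Reb1 locus of Fig. 2c had 121 ± 54.7 (SD, n = 3) at position 272540 of chromosome VIII, 87 bp from SAM35 (YHR083W). Each of these positions lies between genes, in a single peak called here.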

Strong cleavage was observed at Abf1 and Reb1 sites identified by ORGANIC profiling^12^ (Fig. 2a,c) and a Rap1 site identified by ChIP-exo^8^ (Fig. 2b). 

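Free MNase at 30 s, a single library, had a highest signal of 2.91 at the Abf1 locus, 7.44 at the Rap1 locus and 3.56 at the Reb1 locus. The TF signal of the replicates was 44.3 ± 6.85 times the free MNase signal at the Abf1 locus, 3.08 ± 0.626 times at the Rap1 locus and 34.0 ± 15.4 times at the Reb1 locus (SD, n = 3). The free MNase value at the Rap1 locus was highest at 30 s among the times up to 1 m. At 40 and 50 s it was 1.56 and 1.58, against 29.6 and 36.3 in the Rap1 library. With ends in ppm, the scale that moved the 30 s ratios most, they were 61.7 for Abf1 and 5.35 for Rap1. Over the early peaks called for a single TF, the free MNase 30 s library had 1.14 times the signal outside peaks at 843 Abf1 peaks, 1.33 times at 300 Rap1 peaks and 1.13 times at 760 Reb1 peaks. The TF library at 30 s (replicate 1) had 40.4 times at its own peaks for Abf1, 59.2 times for Rap1 and 36.1 times for Reb1. At 20 m the free MNase library reached 3.33, 2.12 and 2.59 times, against 4.34, 5.54 and 5.15 times for the TF libraries.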

Free MNase digestion yielded only nonspecific patterns of cleavage with a much reduced dynamic range compared with that seen for Abf1, Rap1 and Reb1 at the same genomic regions (Fig. 2a–c), indicating that the patterns of cleavage in the TF–MNase strains are specifically due to chromatin targeting of MNase by fusion to TFs and that ChEC-seq is unlikely to suffer from a chromatin accessibility bias. We also assessed the specificity of our ChEC-seq data by determining ChEC cleavages at Abf1, Rap1 and Reb1 peaks previously determined by various ChIP methods^8^,^12^,^45^ and at an identical number of randomly generated genomic regions. Average enrichment of cleavages within ChIP peaks was 8.5-fold to 70-fold higher than at random sites (Supplementary Fig. 1c–e), further indicating that ChEC-seq specifically detects TFBSs.

### ChEC-seq reveals temporally distinct classes of TFBSs

Data generated by steady-state methods such as ChIP and DamID have two dimensions: binding site location and occupancy. In addition to these, ChEC-seq data provide a third dimension: time. We wondered if analysis of ChEC-seq cleavage kinetics could provide insight into the modes of DNA recognition by TFs. We thus determined the maximum signal for each base position in the genome irrespective of digestion time and called peaks on this composite dataset using a genome-wide thresholding approach, followed by analysis of signal within each peak across all time points.

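The highest signal at each base over the 10 time points (replicate 1 at 30 s) was taken, positions at or above the threshold stated in the paper were kept and positions less than 30 bp apart were merged. For Abf1 this gave 12352 peaks. The stated threshold is 10 times the mean composite signal over positions with an end, which was 1.00 here. Of the 1998 Abf1 peaks whose entries in Supplementary Data 1 were available, 1998 had the same start and end. The settings that moved the count most were a threshold 1.5 times as high, with 6367 peaks, and a merging distance of 10 bp, with 18432. The early Abf1 peak with the largest summed signal outside rDNA, the mitochondrial genome and chromosome ends lay on chromosome XI from 385192 to 385464, between MAE1 (YKL029C) and TFA1 (YKL028W). Its window sum was 181 ± 76.5 (SD, n = 3) at 30 s and 4.53 in free MNase at 30 s.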

For Abf1, we detected 12,351 peaks (Supplementary Data 1). Of note, this is an order of magnitude more peaks than was detected using ORGANIC profiling^12^. To ask whether there are temporally distinct classes of Abf1 sites, we performed unsupervised *k*-means clustering of peak signal with *k*=2. This analysis revealed a striking partitioning of the data into fast and slow classes based on the time point at which maximum signal was reached (Fig. 3a, Supplementary Fig. 2a). 

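Peak sums over the 10 time points were z-scored for each peak and divided by k-means with Euclidean distance and 50 starts. Of the Abf1 peaks, 3703 (30.0%) fell in the class whose mean profile was highest at 30 s and 8649 in the class whose mean profile was highest at 20 m. The mean window sum of fast peaks was 150 at 30 s and 49.6 at 20 m, and that of slow peaks 24.0 and 64.9. Within the libraries of a run, fast peaks changed by 0.06 (log2) from 10 s to 1 m and by −0.94 from 2.5 m to 20 m, and slow peaks by 1.16 and 0.54. Clustering the libraries up to 1 m alone moved the number of fast peaks by the largest factor, to 1926. The rule for fast peaks differed there, since the class with the earlier maximum was taken. A threshold 1.5 times as high moved the number of slow peaks by the largest factor, to 3384. On the ppm scale, 5811 peaks were fast, and 82.9% of peaks stayed in their class. With the classes found from signal kept, the mean of slow peaks in ppm changed by −0.34 from 2.5 m to 20 m, the opposite direction. That of fast peaks changed by −0.48 from 10 s to 1 m, also the opposite direction. In the classes found in ppm, the mean z-score over these times went from 0.770 to 0.740 for slow peaks. For fast peaks it rose from 0.336 to 0.528, so the fall of fast peaks depended on the classes. The Abf1 slow locus of Supplementary Fig. 2, on chromosome IV at position 49398 between HO (YDL227C) and GCS1 (YDL226C), had a highest signal of 3.26 ± 0.518 (SD, n = 3) at 30 s, 2.01 times that of free MNase, and 25.3 at 20 m against 5.59 in free MNase. Among slow Abf1 peaks not left out as rDNA, the one with the largest summed signal lay on chromosome XII from 489928 to 490437. It spans the rDNA end set here at 490000, with its midpoint past it, and lies between YLR162W and RRT15 (YLR162W-A). Its window sum at 20 m was 319, and that of free MNase at 20 m was 1023.6.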

We wondered if this temporal partitioning of sites might reflect differences in the affinity of Abf1 for the DNA sequences underlying these peaks and so scored each site using a previously published position frequency matrix^45^. 

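The best motif match in the 51-bp window of each peak was scored with an integer matrix solved from the matches and scores of Supplementary Data 1. Median scores were 685 for fast Abf1 peaks and 669 for slow peaks. A fast peak outscored a slow peak with a chance of 0.582 (area under the curve, two-sided permutation test over peaks, p = 1e-05, the smallest that 100000 permutations give). Peaks of a time course are not independent replicates, and the area ran from 0.525 to 0.620 over the 16 nuclear chromosomes, above 0.5 on 16 of them. A 100-bp search window moved it most, to 0.664. Best matches in random windows outside peaks had a median score of 664, and slow peaks outscored them with a chance of 0.520. In random intergenic windows the median was 668 and the chance 0.502. The fast Abf1 peak between MAE1 and TFA1 had a best match of ATTCAATTTGCACAC with a score of 739 and a motif match P of 0.00039, and the largest fast Abf1 peak of all, near a chromosome end, had a P of 0.01.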

We observed a robust relationship between temporal class and motif strength, with the highest motif scores corresponding to the fast class and lower motif scores corresponding to slow sites (Fig. 3a). 

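In place of de novo motif discovery, 6-mers were counted in the 51-bp windows of Abf1 peaks and of random positions outside peaks. Among 6-mers in at least 1% of windows, the one with the largest ratio to random windows over the genome in fast peaks was CGCGCC, in 1.73% of windows against 0.194%. In slow peaks it was CACGTG, in 1.16% against 0.251%. By ratio to intergenic windows, ACCCGG stood above them, with 3.90 in fast and 2.99 in slow peaks. Mean AT content was 60.3% in fast peaks, 62.4% in slow peaks, 61.8% in random windows over the genome and 65.8% in random intergenic windows. The difference of −2.13 percentage points between fast and slow peaks (two-sided permutation test over peaks, p = 1e-05, the smallest possible) was smaller than the SD of 9.11 points among slow peaks. In windows of 100 bp it was −1.86 points. The spaced Abf1 consensus cannot be seen in 6-mers, and motif discovery itself was not used here.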

Consistent with this, *de novo* motif discovery within fast sites revealed a robust match to the Abf1 consensus, similar to that previously determined by ORGANIC^12^, while a nonspecific AT-rich sequence was the most enriched sequence in slow sites (Fig. 3a). To test the reproducibility of these data, we performed two additional replicates at the 30-s time point and compared the sum of cleavages within each peak. This comparison revealed excellent correspondence between replicates (Spearman’s rank correlation *ρ*=0.966–0.981; Supplementary Fig. 3a). 

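Sums over the window of each of the Abf1 peaks were compared between the 3 replicates at 30 s, which hold 4672358, 3075371 and 2745981 fragments. Spearman's rho across peaks, which are not independent replicates, was 0.955 for replicates 1 and 2, 0.965 for 1 and 3 and 0.974 for 2 and 3, with a mean of 0.964 ± 0.009 (SD over the 3 pairs). The highest value was that of the pair sharing a run code. Restricting the comparison to fast peaks moved it most, to a mean of 0.913.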

Extending these analyses to Rap1 and Reb1, we detected 7,260 Rap1 peaks, over twelve times the number of Rap1 peaks previously determined by ChIP-exo^8^, and 8,268 Reb1 peaks, greater than four times the number of Reb1 sites previously reported in ChIP studies^8^,^12^ (Supplementary Data 1). 

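The same steps gave 7260 Rap1 peaks and 8265 Reb1 peaks. For Rap1, 1998 of the 1998 available entries of Supplementary Data 1 had the same start and end as a peak here, and for Reb1 1143 of 1144. The mean composite signal times 10 was 9.24 for Rap1, equal to the stated threshold, and 8.12 for Reb1, where the stated threshold is 8.17. Outside rDNA and chromosome ends, the Rap1 fast peak with the largest summed signal lay on chromosome XII from 11107 to 11639, between YLL066C and PAU18 (YLL064C), with a window sum of 1479 ± 280 (SD, n = 3) at 30 s and 70.5 in free MNase. The corresponding Reb1 fast peak lay on chromosome XII from 1064710 to 1065513, between PAU4 (YLR461W) and YLR462W, with 389 ± 215 (SD, n = 3) at 30 s and 94.8 in free MNase. The best motif matches of these peaks had a P of 0.0013 for Rap1 and 0.011 for Reb1.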

As was observed for Abf1 peaks, Rap1 (Fig. 3b, Supplementary Fig. 3b) and Reb1 (Fig. 3c, Supplementary Fig. 3c) peaks could be divided into fast and slow clusters also distinguished by motif strength. 

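Rap1 peaks divided into 1974 fast and 5286 slow peaks and Reb1 peaks into 2713 fast and 5552 slow peaks. Mean window sums of fast peaks were highest at 50 s for Rap1 (162) and at 40 s for Reb1 (177), and those of slow peaks at 20 m, with 62.9 and 67.5. In ppm of ends, fast peaks were highest at 20 s for Rap1 (134) and Reb1 (98.4). Slow peaks were highest on that scale at 5 m for Rap1 (25.1) and at 20 m for Reb1 (26.5). From 2.5 m to 20 m the slow peaks changed by 0.68 (log2) for Rap1 and 0.79 for Reb1. In ppm of ends these changes, for the same peaks, were −0.17 and 0.24, so the direction reversed for Rap1 and not for Reb1. In slow classes found in ppm, the mean z-score rose from 0.463 to 0.851 for Rap1, so its reversal depended on the classes. The chance that a fast peak outscored a slow peak in its best motif match was 0.621 for Rap1 and 0.650 for Reb1 (two-sided permutation test over peaks, p = 1e-05 for each, the smallest possible). It ran from 0.530 to 0.671 over chromosomes for Rap1 and from 0.571 to 0.710 for Reb1, above 0.5 on 16 of 16 chromosomes in each case. Median scores were 617 and 587 for fast and slow Rap1 peaks and 511 and 490 for Reb1 peaks. At 30 s, the slow Rap1 locus of Supplementary Fig. 2, in RPN12 (YFR052W) on chromosome VI, had 0.567 times the highest signal of free MNase, and the slow Reb1 locus, between GCV3 (YAL044C) and PTA1 (YAL043C) on chromosome I, 0.708 times. The fast loci, between GLY1 (YEL046C) and IES6 (YEL044W) on chromosome V for Rap1 and 135 bp from YBR053C on chromosome II for Reb1, had 59.5 and 216 times. At 40 s the slow loci had 4.04 for Rap1 against 1.11 in free MNase and 1.48 for Reb1 against 0.892. In ppm the Reb1 slow locus had 0.763 at 40 s against 0.897 in free MNase, the other side. The side of free MNase these loci lay on thus depended on the time point and, for Reb1, on the scale, with few ends at this locus. At 20 m the highest signal at the slow loci was 19.2 for Rap1 against 9.40 in free MNase and 58.0 for Reb1 against 39.1.

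**Figure D1:**
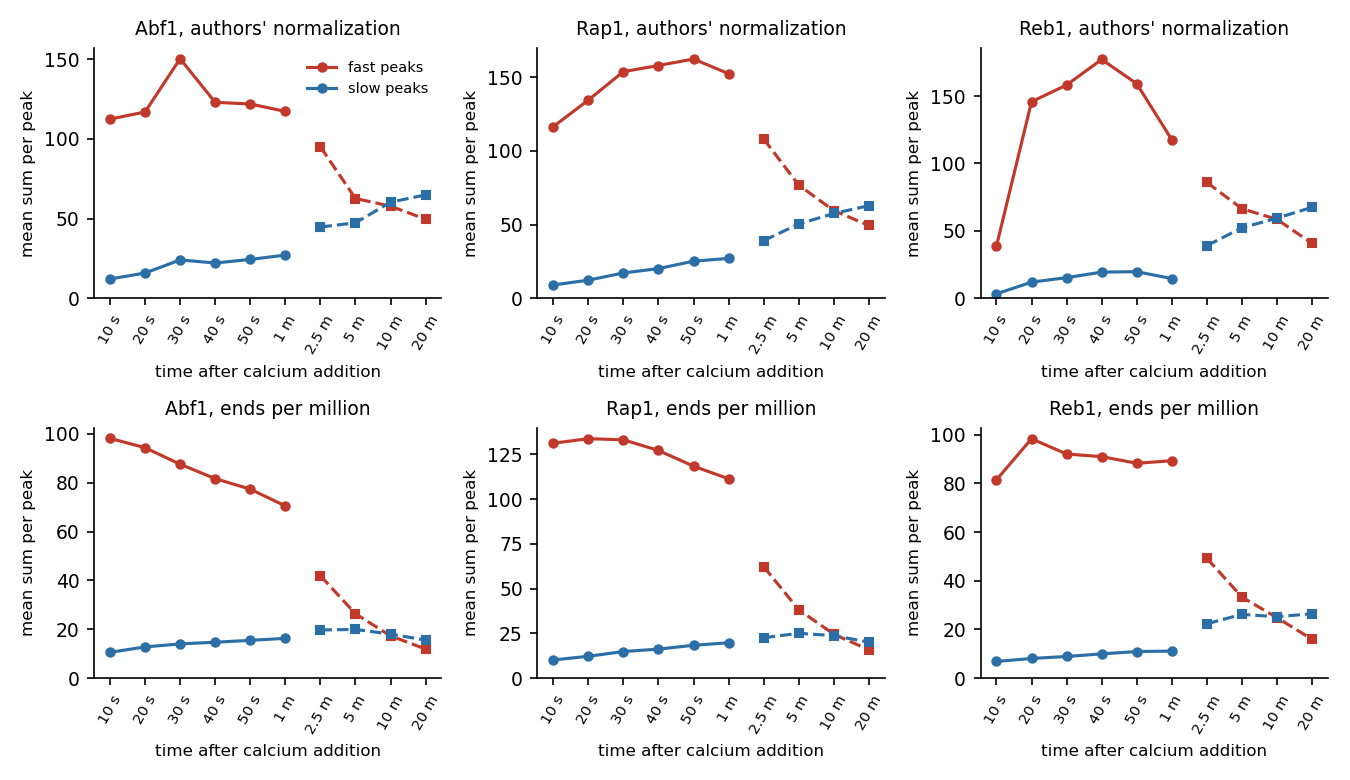
Mean window sum of fast and slow peaks of Abf1, Rap1 and Reb1 against digestion time, on the authors' scale and in ppm of ends, 1 library per time point, with solid lines up to 1 m and dashed lines from 2.5 m on. On the authors' scale the slow peaks of each TF are highest at 20 m, while in ppm the Abf1 and Rap1 slow peaks are lower at 20 m than at 5 m.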

*De novo* motif discovery using fast but not slow Rap1 and Reb1 peaks also revealed robust matches to previously determined consensus sequences similar to those found by ChIP-exo and/or ORGANIC, and AT-rich motifs bearing some resemblance to those found in slow Abf1 sites were found in Rap1 and Reb1 slow sites (Fig. 3b,c). 

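By ratio to random windows over the genome, CGGGTA led among fast Reb1 peaks, in 18.8% of windows against 0.448%, followed by ACCCGG, in 12.2% against 0.339%, and GGGTAA, in 28.9% against 1.14%. In fast Rap1 peaks it was ACGCGC, in 2.23% of windows against 0.220%, ahead of ACACCC in 8.26% of windows against 0.895%, and CACCCA was found in 11.3% against 1.52%. The order depended on the background, since by ratio to intergenic windows ACCCGG (50.6) stood above CGGGTA (43.2) for Reb1, and ACACCC (11.3) above ACGCGC (4.62) for Rap1. By ratio to random windows over the genome, the leading 6-mers of slow peaks were ACCCGG for Rap1, in 2.42% of windows, and CGCGCG for Reb1, in 1.15%. Mean AT content was 59.1% in fast and 60.1% in slow Rap1 peaks, a difference of −1.01 points (two-sided permutation test over peaks, p = 4e-05). In Reb1 peaks it was 60.3% in fast and 56.9% in slow peaks, a difference of 3.38 points in the other direction (two-sided permutation test, p = 1e-05).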

Cleavage levels for Rap1 and Reb1 peaks were also robust across 30-s replicates (Rap1 Spearman’s rank correlation *ρ*=0.963–0.990; Supplementary Fig. 3b and Reb1 Spearman’s rank correlation *ρ*=0.945–0.989; Supplementary Fig. 3c). 

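For Rap1, Spearman's rho across peaks was 0.953 for replicates 1 and 2, 0.955 for 1 and 3 and 0.985 for 2 and 3 (mean 0.964 ± 0.018, SD over the 3 pairs). For Reb1 the pairs gave 0.957, 0.956 and 0.983 in the same order (mean 0.965 ± 0.015). Replicates 2 and 3 share a run code in both TFs, and without replicate 1 the value is that of their pair alone.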

We also analysed the reproducibility of cleavage levels across 2.5-m replicates for Abf1 and found robust correlations (Spearman’s rank correlation *ρ*=0.901–0.958; Supplementary Fig. 3d).

We considered the possibility that, because slow sites generally lack robust consensus motifs, these sites could simply be due to chromatin accessibility or other biases. If this was the case, then we would expect the majority of slow sites to overlap across data sets for multiple TFs. However, analysis of the overlap of slow sites between TFs revealed that 7,550/8,649 (87.3%) of Abf1 slow sites, 4,115/5,286 (77.8%) of Rap1 slow sites, and 4,974/5,557 (89.5%) of Reb1 slow sites were unique. This suggests that slow sites represent preferred sites without robust consensus motifs for TFs that may be sampled during diffusion and sliding.

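Slow peaks were called unique when no base overlapped a slow peak of either other TF. This held for 5136 slow Abf1 peaks (59.4%, 95% interval 58.3 to 60.4), 1584 slow Rap1 peaks (30.0%, 28.7 to 31.2) and 3046 slow Reb1 peaks (54.9%, 53.5 to 56.2), with exact Clopper-Pearson intervals. Random positions of the same widths were unique in 98.8%, 98.2% and 98.1% of cases. Against any peak of the other TFs, fast or slow, the shares were 51.3%, 15.0% and 33.0%. Calling these peaks, fast and slow, at 0.5 times the stated threshold moved the shares most, to 13.2% for Abf1, 2.06% for Rap1 and 10.0% for Reb1. Of random positions, 93.4%, 92.0% and 91.0% were unique at that threshold. Random positions were drawn over the genome and not matched to the place of peaks between genes. The paper's text does not name the rule for overlap. The slow Abf1, Rap1 and Reb1 peaks across the end of rDNA on chromosome XII, between YLR162W and RRT15, overlap one another. At 20 m, slow Abf1 peaks had 6.43 times the signal of random windows in the Rap1 library, 8.02 times in the Reb1 library and 4.05 times in the free MNase library, against 5.43 times in the Abf1 library. The highest value over the other libraries and the own value were 9.30 and 7.49 for slow Rap1 peaks and, the other way round, 5.53 and 15.7 for slow Reb1 peaks. From the share of unique slow sites, the paper proposes that slow sites are preferred sites sampled by TFs during diffusion and sliding.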

To further assess the specificity of our ChEC-seq peaks, we called peaks on the free MNase data set (Supplementary Data 1) and used these peaks to generate a false discovery rate (FDR) for each TF–MNase peak set. The FDR was defined as the percentage of TF–MNase peaks that were also found in the free MNase dataset. 

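Free MNase peaks, called from the same 10 time points at the threshold stated for free MNase, numbered 2324. A TF peak was called shared when at least 1 base overlapped a free MNase peak, a rule set before the data were examined, while the paper's methods name BEDOPS element-of without its overlap setting. This held for 927 Abf1 peaks (7.50%, 95% exact Clopper-Pearson interval 7.05 to 7.98), 608 Rap1 peaks (8.37%, 7.75 to 9.04) and 554 Reb1 peaks (6.70%, 6.17 to 7.26). A TF peak lay wholly inside a free MNase peak in 293, 269 and 201 cases, or 2.37%, 3.71% and 2.43%. With free MNase peaks called at 0.5 times the stated threshold, the setting that moved the shares most, 37.7% of Abf1 peaks were shared. Of the shared Abf1 peaks 297 were fast and 630 slow.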

FDRs calculated were 2.37% for Abf1, 3.71% for Rap1 and 2.42% for Reb1. These small FDRs indicate that at most a very minor fraction of the peaks in each experiment (Abf1, 292/12,353; Rap1, 269/7,260; Reb1, 200/8,268) might be artifactual. These FDRs may be overestimates, because a number of free MNase peaks occur in telomeric and rDNA regions, which tend to have high signal in ChIP experiments, but to which Rap1 and Reb1 have been shown to bind by multiple ChIP approaches^8^,^12^. 

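Window sums of each TF replicate at 30 s were compared with those of the free MNase 30 s library, which had a median of 22 ends in the windows of Abf1 peaks, 23 for Rap1 and 22 for Reb1. Spearman's rho across peaks, which are not independent replicates, was 0.081 ± 0.006 for Abf1, 0.085 ± 0.006 for Rap1 and 0.103 ± 0.004 for Reb1 (SD, n = 3). Between the 20 m libraries, the setting that moved it most, rho was 0.433 for Abf1, 0.414 for Rap1 and −0.0622 for Reb1. For Reb1 it was 0.279 among fast and −0.165 among slow peaks at 20 m.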

The correlation between TF and free MNase signals at peaks was also very poor (Spearman’s rank correlation *ρ*=0.080–0.118; Supplementary Fig. 4). We conclude from these analyses that ChEC-seq peaks are dependent on targeting of MNase to chromatin by fusion to a TF.

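The free MNase peaks outside rDNA, the mitochondrial genome and 10 kb of the chromosome ends numbered 1526. The free MNase 20 s library, the smallest, had an end in 24.9% of the windows of fast peaks called for Abf1 alone. The paper concludes from the low shared share and the low correlation that peaks depend on fusion of MNase to a TF.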

### ChEC-seq peaks are enriched in ChIP-seq datasets

Recent work has indicated that the extended formaldehyde crosslinking (10–15 min) usually performed in X-ChIP experiments captures transient interactions of TFs with degenerate motifs during binding site scanning^3^,^4^. We thus anticipated that X-ChIP experiments would capture ChEC-seq sites regardless of their temporal profile and motif strength. As our cluster analysis revealed two distinct classes of sites distinguishable by motif strength, we refined the binary classification of ChEC-seq sites by parsing sites by motif strength for further analysis. For the purposes of all subsequent analyses, we define sites with a motif match *P* value <0.001 as ‘high-scoring sites’ and those with a motif match *P* value ⩾0.001 as ‘low-scoring sites’.

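The motif match P of the authors' software leaves the last base of the motif unscored but divides by all words of full length. It is therefore smaller than the chance of such a score in a random word. At a motif match P below 0.001, 4202 Abf1 peaks (34.0%) were high-scoring and 8150 low-scoring. For Rap1 the counts were 2101 (28.9%) and 5159, and for Reb1 2713 (32.8%) and 5552. The number of high-scoring Reb1 peaks equals the number of fast Reb1 peaks, but only 49.4% of high-scoring Reb1 peaks were fast. Of fast peaks, 42.7% were high-scoring for Abf1 (95% exact Clopper-Pearson interval 41.1 to 44.4), 42.6% for Rap1 (40.4 to 44.8) and 49.4% for Reb1 (47.5 to 51.3). Of slow peaks, 30.3% (29.3 to 31.3), 23.8% (22.7 to 25.0) and 24.7% (23.6 to 25.9) were. In random windows outside peaks, the best match was high-scoring in 28.3% (27.3 to 29.3), 20.5% (19.4 to 21.6) and 20.4% (19.4 to 21.5). In random intergenic windows the Abf1 share was 30.4%, no lower than in slow Abf1 peaks. Thresholds of 0.01 and 0.0001 gave 12047 and 1055 high-scoring Abf1 peaks. At the latter threshold 19.3% of fast and 3.93% of slow Abf1 peaks were high-scoring.

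**Figure D2:**
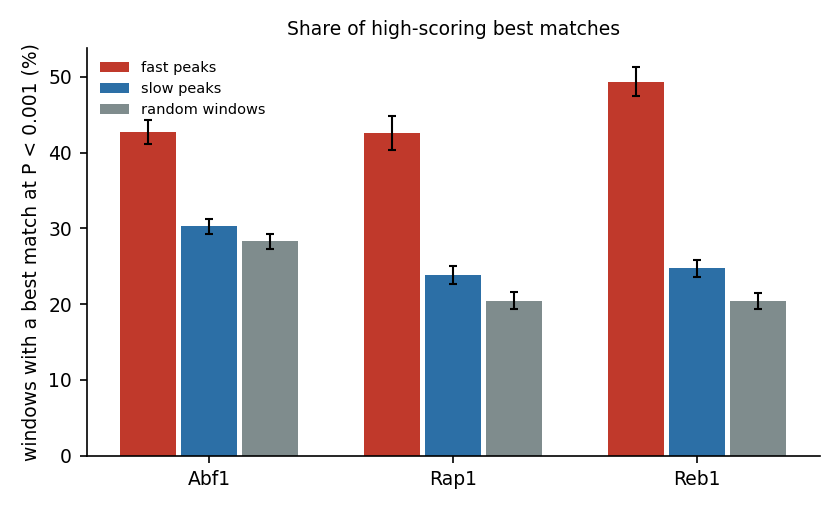
Share of fast peaks, slow peaks and random windows of each TF whose best motif match has P below 0.001, in percent, with 95% exact Clopper-Pearson intervals as error bars. Fast peaks lie highest for each TF and slow peaks lie above random windows drawn over the genome.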

While X-ChIP methods capture protein–DNA interactions regardless of duration when a long crosslinking step is used, ORGANIC preferentially enriches for stable, high-affinity protein–DNA interactions^12^. We thus hypothesized that, if low-scoring sites were representative of transient chromatin interactions during scanning, they would be less enriched relative to high-scoring sites in ORGANIC compared with X-ChIP experiments. To examine this, we performed an X-ChIP experiment in which chromatin was digested with MNase (MNase-X-ChIP-seq) for Abf1. 

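A single Abf1 MNase-X-ChIP-seq library was analysed, for which the authors deposited the mapped fragments without normalization. It holds 13480135 fragments, 75.9% of them distinct. Coverage by whole fragments was divided by its genome-wide mean, averaged within 50 bp of the centre of the best motif match of each Abf1 peak, and compared with random windows outside Abf1 peaks. The fragments and signal behind the average plots are not named in the paper's text, and the intervals, from 2000 bootstrap resamples of sites, cover the spread between sites within this library only.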

We then generated average plots of Abf1 X-ChIP-seq and ORGANIC signal around each class of sites. As we hypothesized, Abf1 enrichment was essentially equal at high- and low-scoring sites when assessed by X-ChIP-seq (Fig. 4). In contrast, average Abf1 enrichment was approximately twofold lower at low-scoring compared with high-scoring sites when assayed by ORGANIC (Fig. 4). These analyses further support the specificity of ChEC-seq and suggest that low-scoring ChEC-seq sites represent transient interactions of TFs with preferred sites during binding site scanning.

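Mean X-ChIP-seq signal was 0.899 at high-scoring and 0.979 at low-scoring Abf1 sites, relative to a genome mean of 1. The ratio of high- to low-scoring sites was 0.918 (95% bootstrap interval 0.881 to 0.952). Random windows outside Abf1 peaks had a mean of 0.864, and random intergenic windows 0.851. Among the settings fixed beforehand the median over sites moved the ratio most, to 0.962. Counting fragment ends in place of coverage, chosen after the data were seen, moved it to 0.984. The level over random windows depended on the signal. With ends, high- and low-scoring sites had 1.27 and 1.29 against 0.820 at random windows. With fragments shorter than 120 bp, 9.31% of all fragments and also chosen afterwards, they had 1.55 and 1.58 against 0.622. Low-scoring Rap1 sites more than 200 bp from an Abf1 peak (n = 244) had a mean of 0.931 and such Reb1 sites (n = 475) 0.790. From this near equality together with a lower ORGANIC signal at low-scoring sites, which is not analysed here, the paper proposes that low-scoring sites are transient interactions during binding site scanning.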

We next assessed the overlap of ChEC-seq peaks with peaks obtained by various ChIP approaches. High-scoring Abf1 ChEC-seq peaks overlapped with 929/1,277 (72.7%) of peaks discovered by X-ChIP-chip^45^ and/or ORGANIC^12^, while low-scoring Abf1 ChEC-seq peaks intersected with 696/1,277 (54.5%) of these ChIP peaks (Supplementary Fig. 5a). High-scoring Rap1 ChEC-seq peaks overlapped with 395/654 (58.9%) of peaks reported by X-ChIP-chip and/or ChIP-exo, while low-scoring Rap1 ChEC-seq peaks coincided with 270/654 (41.3%) of these ChIP peaks (Supplementary Fig. 5b). High-scoring Reb1 ChEC-seq peaks overlapped with 1,839/2,820 (65.2%) of peaks discovered by X-ChIP-chip and/or ORGANIC, while low-scoring Reb1 ChEC-seq peaks corresponded to 1,136/2,820 (40.3%) of these ChIP peaks (Supplementary Fig. 5c). These results indicate that ChEC-seq captures a substantial fraction of TFBSs previously identified by ChIP-based methods. Furthermore, the stronger overlap of high-scoring ChEC-seq peaks with ChIP peaks, most of which were reported to contain consensus motifs, is consistent with the robust motif matches in this class of ChEC-seq sites.

### ChEC-seq detects directionality in protein–DNA interactions

As we fused MNase to the C-terminus of each TF, we wondered if we could obtain structural information about the orientation of each TF on DNA and thus analysed cleavage patterns around high-scoring and low-scoring sites for each TF. 

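For cleavage profiles, fragment ends of either side were pooled at each position within 50 bp of the motif match centre, on the strand of the match. Counts were multiplied by the genome size of 12495000 bp used in the paper and divided by the number of fragments. As in the deposited software, each position was averaged over the sites with an end there, and the free MNase average of the same time point was subtracted. The asymmetry index is the mean cleavage upstream minus that downstream over their sum, leaving out the motif match, so that 1 means cleavage upstream alone. At the time points of Fig. 5, each profile rests on 1 TF library and 1 free MNase library, and bracketed 95% intervals come from bootstrapping sites.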

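In the 30 s library (replicate 1), cleavage at high-scoring Abf1 sites peaked 11 bp upstream of the motif match centre with 65.2 and 11 bp downstream with 73.7. Mean cleavage was 27.9 upstream and 29.0 downstream, an asymmetry index of −0.018 (−0.045 to 0.010). Averaging over all sites, with positions without an end as 0, gave −0.009.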

High-scoring Abf1 sites showed robust and essentially equivalent peaks of cleavage upstream and downstream of the motif match (Fig. 5a). We also observed a moderate frequency of cleavage within the motif match, likely indicating MNase accessibility of the nonspecific spacer between the two specific halves of the Abf1 motif^46^. 

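Within the 15-bp motif match, cleavage at high-scoring Abf1 sites peaked at 36.9, next to the centre, with a mean of 23.8.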

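In the 20 m library, low-scoring Abf1 sites had a mean cleavage of 1.31 upstream, 1.17 downstream and 2.31 within the motif match, above free MNase at 20 m. The index was 0.057 (−0.038 to 0.211).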

Low-scoring Abf1 sites displayed low levels of cleavage throughout the motif match and the upstream and downstream regions (Fig. 5a). High-scoring Rap1 sites also showed strong cleavage peaks to either side of the motif match, as well as a strong cleavage peak in the centre of the motif match (Fig. 5b). 

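In the 50 s library, high-scoring Rap1 sites had cleavage peaks of 79.2 at 11 bp upstream and 124 at 10 bp downstream of the centre, and of 65.7 within the motif match at 1 bp from its centre. The index over both flanks was −0.030 (−0.106 to 0.056).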

The cleavage in the centre of the Rap1 motif match may be attributable to cleavage within the 3-bp linker that spans the two hemisites making up the Rap1 consensus sequence^47^. 

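Low-scoring Rap1 sites in the 20 m library had a mean cleavage of 4.87 upstream, 4.52 downstream and 6.31 within the motif match. Upstream, cleavage peaked at 9 bp from the centre with 7.86, downstream at 8 bp with 6.93, and within the motif match at 10.1.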

Low-scoring Rap1 sites displayed a noisier version of the tripartite cleavage pattern observed at more robust motif matches (Fig. 5b). In contrast to Abf1 and Rap1, high-scoring Reb1 sites displayed a strongly asymmetric pattern of cleavage, with nearly all cleavages occurring upstream of the motif match (Fig. 5c). However, this pattern was not observed at low-scoring Reb1 sites (Fig. 5c). These data suggest that ChEC-seq, with appropriate structural consideration of the protein under study, is capable of providing information about the orientation of TFs bound to DNA.

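In the 40 s library, high-scoring Reb1 sites had a mean cleavage of 44.6 upstream and 4.99 downstream, with a peak of 193 at 16 bp upstream of the centre. The index was 0.799 (0.701 to 0.883), and 0.602 when averaged over all sites.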

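Low-scoring Reb1 sites in the 20 m library had a mean cleavage of 8.68 upstream, 8.20 downstream and 10.9 within the motif match, an index of 0.029 (0.010 to 0.049). At 30 s, a time point shared by both classes, the index of low-scoring Reb1 sites was 0.078 ± 0.027 (SD, n = 3).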

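The index at high-scoring sites was computed for each of the 3 replicates at 30 s with free MNase at 30 s subtracted. It was −0.011 ± 0.009 for Abf1, −0.005 ± 0.012 for Rap1 and 0.548 ± 0.035 for Reb1 (SD, n = 3). Reb1 lay above Abf1 by 0.559 and above Rap1 by 0.553, differences larger than the spread between replicates, with each Reb1 replicate above each replicate of the other two. A two-sided exact permutation test gave p = 0.1 for each comparison, the smallest that 3 against 3 replicates allow. Among the settings with an interpretable index, scaling sites to the mean total of their library, chosen after the data were seen, moved the Reb1 index most, to 0.400, and the preset motif P threshold of 0.0001 gave 0.689. Scaling each site to the same total gave indices from −1.41 to 1.99 in the Reb1 replicates and no separation from Abf1 (exact permutation p = 0.6). From the asymmetry at Reb1 sites, the paper proposes that ChEC-seq can inform on the orientation of bound TFs.

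**Figure D3:**
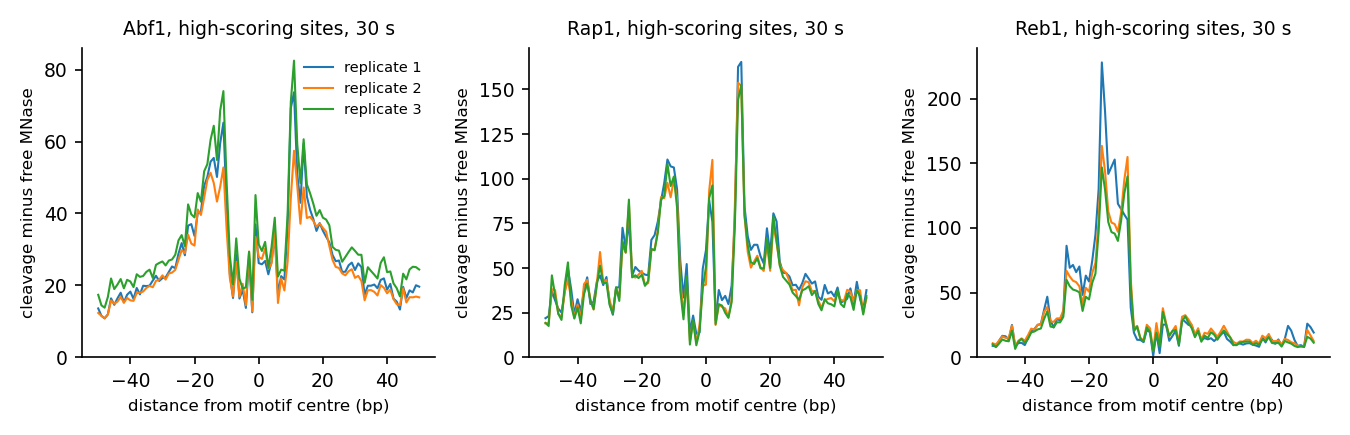
Mean cleavage minus free MNase, per position, against distance from the motif match centre at high-scoring sites of Abf1, Rap1 and Reb1, a line for each of the 3 replicates at 30 s. Abf1 and Rap1 profiles peak on either side of the motif match, and Reb1 profiles peak on its upstream side.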

Although all three TFs tested presumably bind in a directional manner to their nonpalindromic motifs, robust cleavage asymmetry was observed only in Reb1 experiments (Fig. 5c). This may be explained by structural flexibility of the proteins under study and/or the relatively long length of the TF–MNase linker (33 aa). In the case of Abf1, its C terminal ∼200 aa contain no domains and as such might be quite flexible, allowing MNase on a long linker to cleave on either side of its binding sites. Rap1 contains a C-terminal RCT protein–protein interaction domain, but this domain is predicted to be positioned above the central Rap1 DBDs and so may afford MNase access to DNA on either side of its binding sites^48^.

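The short-linker strains of Abf1 and Reb1, with 8 in place of 33 aa, and the strain with MNase at the N terminus of Reb1 have 1 library each at 30 s and at 5 m. They hold 2929246 and 4387807 fragments for Abf1-SL, 3361327 and 5028266 for Reb1-SL and 3461225 and 5340012 for N-terminal Reb1. Profiles were made at the high-scoring sites found with the 33-aa strains.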

To investigate the effect of linker length on the observed ChEC-seq profiles, we shortened the TF–MNase linker from 33 to 8 aa (short linker strains are hereafter referred to as TF-SL) and performed ChEC-seq. 

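At 30 s the Abf1-SL index was −0.017 (−0.043 to 0.004), within the range of the 33-aa replicates. Its profile correlated with the mean 30 s profile of the 33-aa strain with r = 0.994 across positions, which are not independent. At 5 m the index was −0.017 for Abf1-SL and −0.019 for the 33-aa library. Averaging over all sites gave −0.002 at 30 s.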

The Abf1-SL strain displayed the same cleavage patterns at Abf1 sites determined in the longer linker strain, suggesting that it is structural flexibility in the Abf1 C terminus that dictates cleavage patterns in these strains (Fig. 6a). As expected, the Reb1-SL strain displayed a cleavage pattern very similar to that of the Reb1 strain (Fig. 6b). 

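At 30 s the Reb1-SL index was 0.531 (0.468 to 0.592), less than 1 replicate SD from the 33-aa mean, and the profile correlated with the 33-aa profile with r = 0.990 across positions. At 5 m the Reb1-SL index was 0.535 (0.403 to 0.648) and that of the 33-aa library 0.304. Without subtracting free MNase the 5 m Reb1-SL index moved most, to 0.142.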

We did not observe cleavage in the Rap1-SL strain, potentially due to the long expected distance of the Rap1 C terminus from DNA^48^.

To further explore the effects of structural flexibility on ChEC-seq cleavage patterns, we expressed Reb1 tagged with MNase at its N terminus from a plasmid and performed ChEC-seq. 

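The N-terminal Reb1 library had an index of −0.031 (−0.078 to 0.027) at 30 s and −0.021 (−0.058 to 0.019) at 5 m. Mean cleavage at 30 s was 37.6 upstream and 40.0 downstream of the motif match. Its 30 s index lay outside the range of the C-terminal Reb1 replicates, 0.526 to 0.588, and with a single library no test was made. The profile correlated with that of C-terminal Reb1 with r = 0.453 across positions.

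**Figure D4:**
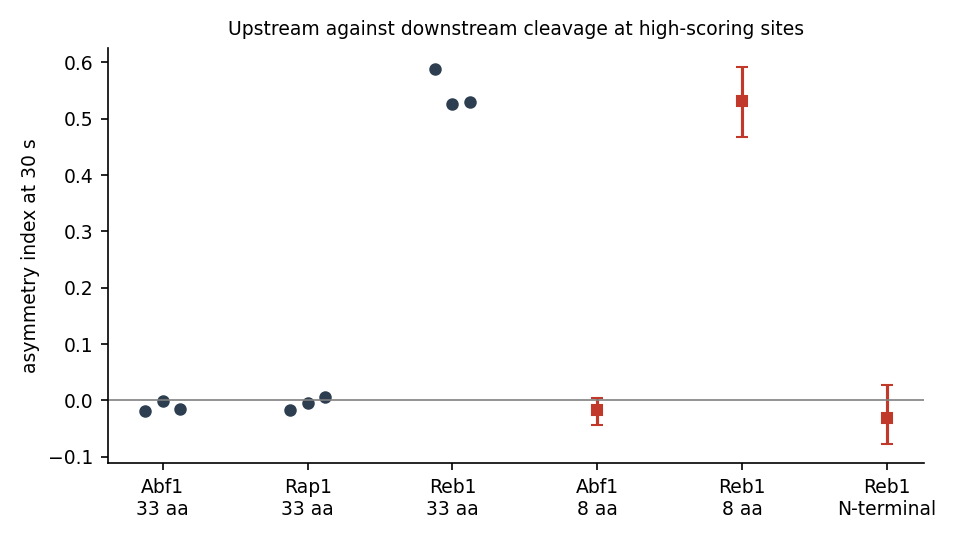
Asymmetry index at high-scoring sites at 30 s, each point a library, for Abf1, Rap1 and Reb1 with the 33-aa linker (circles, 3 replicates each) and for Abf1-SL, Reb1-SL and N-terminal Reb1 (squares, 1 library each, with 95% bootstrap intervals over sites). Reb1 and Reb1-SL lie between 0.526 and 0.588, and the other strains near 0.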

Tagging of the Reb1 N terminus with MNase resulted in a symmetric cleavage pattern (Fig. 6c) similar to that observed in the Abf1 and Rap1 strains (Fig. 5a,b), suggesting that structural flexibility of the protein under study has a substantial effect on the cleavage pattern observed.

### High-scoring and low-scoring TFBSs share DNA shape features

What drives preferential interaction of TFs with low-scoring sites? Recent work has suggested that, in addition to sequence, DNA shape can drive recognition of specific loci by TFs^49^,^50^. We thus wondered if low-scoring sites might contain DNA shape features conducive to recognition and so analysed minor groove width (MGW), Roll, propeller twist (ProT) and helix twist (HelT) at high-scoring and low-scoring sites for each TF. For each TF and category of DNA shape features, we compared the patterns between high-scoring and low-scoring sites. Pearson correlation coefficients (PCCs) close to 1 and large Kolmogorov–Smirnov (KS) *P* values indicate similar DNA shape profiles. Abf1 high-scoring and low-scoring sites displayed highly similar patterns of MGW (PCC=0.98; KS *P*=0.68), Roll (PCC=0.99; KS *P*=0.68), ProT (PCC=0.98; KS *P*=0.94), and HelT (PCC=0.98; KS *P*=0.68) (Fig. 7a). Similarly, Rap1 high-scoring and low-scoring sites showed very similar MGW (PCC=0.97; KS *P*=0.18), Roll (PCC=0.98; KS *P*=0.68), ProT (PCC=0.98; KS *P*=0.99), and HelT (PCC=0.98; KS *P*=0.94) (Fig. 7b). Last, analysis of Reb1 high-scoring and low-scoring sites likewise yielded good correspondence of MGW (PCC=0.94; KS *P*=0.83), Roll (PCC=0.98; KS *P*=0.83), ProT (PCC=0.99; KS *P*=0.83) and HelT (PCC=0.93; KS *P*=0.99;) (Fig. 7c). Shape parameters at randomly selected binding sites displayed weak correlation with and significant difference (PCC<0.3; KS *P*<0.05) from those at both high-scoring and low-scoring sites for all three factors.

We next asked if a small subset of low-scoring sites with relatively good matches to the consensus might be driving the DNA shape trends observed in the average plots. To test this, we generated heatmaps for each shape parameter and TF ranked by motif match *P* value. Heatmaps for Abf1 (Supplementary Fig. 6), Rap1 (Supplementary Fig. 7), and Reb1 (Supplementary Fig. 8) high-scoring and low-scoring sites were highly similar, suggesting that the identified shape patterns are not dependent on the presence of a strong consensus motif. We also compared the relative abilities of a shape model and a sequence model to distinguish between sites containing high-scoring and low-scoring motifs using L2-regularized multiple linear regression. 

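L2-regularized linear regression on the bases of the motif match, with 10-fold cross-validation, separated high-scoring from low-scoring sites with an AUROC of 0.999 for Abf1, 0.999 for Rap1 and 1.00 for Reb1. The classes are defined by a score computed from these same bases. With the bases flanking the motif match alone, the setting that moved it most, the AUROC was 0.559 for Abf1, 0.588 for Rap1 and 0.575 for Reb1. Low-scoring best matches were separated from random positions, which are not aligned on a match, with an AUROC of 0.985, 0.983 and 0.988. The DNA shape model was not used here.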

The resulting values for area under the receiver operating characteristic (AUROC) showed that sequence is a better discriminator between high-scoring and low-scoring sites than shape (Supplementary Fig. 9), indicating that DNA shape is more similar than sequence between these two classes of sites. These results suggest that ChEC-seq kinetics separates TFBSs on the basis of their recognition mode (sequence and shape versus shape alone).

## Discussion

We have shown that ChEC-seq robustly identifies global protein–DNA interactions with high spatial and temporal resolution. Time-resolved analysis of ChEC-seq sites distinguishes two classes of TFBSs by cleavage kinetics and motif strength. High-scoring sites exhibited rapid cleavage during ChEC time courses, suggesting that they are already partially occupied when calcium is added and rapidly reach maximum occupancy. In contrast, low-scoring sites reached cleavage maxima twenty minutes after calcium addition but were largely unique to each TF, arguing that they do not simply reflect DNA accessibility *in vivo*. Strikingly, high-scoring and low-scoring sites displayed very similar profiles of DNA shape features.

The fact that low-scoring sites are only robustly detected several minutes into the ChEC time course suggests two possibilities: (1) low-scoring sites are only robustly cleaved after high-scoring sites are digested away or (2) the transient nature of TF-DNA interactions at low-scoring sites necessitates several minutes of incubation to detect robust cleavage levels. Although our current results cannot distinguish these two possibilities, the ability of ChEC-seq to kinetically separate high-affinity binding events and transient sampling interactions is a distinct advantage of the method over existing mapping approaches. We speculate that high-scoring sites represent sites of high-affinity protein–DNA interactions driven by recognition of both DNA sequence and shape, while low-scoring sites are lower affinity sites preferentially sampled during binding site scanning due to their favourable shape profiles (Fig. 8). Our observations suggest that TFs first physically recognize sites with similar shapes and then further narrow down that group through the formation of sequence-specific hydrogen bonds with motifs. In this regard, DNA shape could serve as a trigger for a shift in protein conformation between the previously proposed scanning and folding modes^51^, which facilitate rapid binding site searching and stable protein–DNA interactions, respectively. Thus, it may be that DNA shape and protein conformation work in concert to limit the binding site search space.

A common finding from large-scale mapping efforts is that many TFs with well-established sequence specificities bind more sites without than with consensus motifs. For instance, for a group of 36 TFs with well-known DNA binding specificities, ∼36–100% of X-ChIP-seq sites reported by the ENCODE project do not contain consensus motifs^52^. It has been proposed based on these and other similar results that indirect tethering of proteins to DNA via protein–protein interactions is more prevalent than is generally thought. Alternatively, these sites might represent transient interactions with DNA that are captured and inflated by cross-linking^53^. Consistent with this latter interpretation, analysis of Sox2 association with the genome by live-cell microscopy showed that its residence time at sites with poor consensus motifs is ∼15-fold shorter than at sites with strong motifs, despite the fact that these sites can be captured in ChIP-exo experiments^4^. Notably, these transient interactions appear to be quite prominent, as Sox2 undergoes multiple diffusions before locating a consensus binding site. Our results indicate that the majority of sites without motif matches represent capture of transient scanning interactions with sites displaying preferred DNA shape features. ChEC-seq is thus a powerful tool for distinguishing high-affinity, sequence-dependent interactions from interactions with preferred low-scoring sites during sampling of binding sites *in vivo*, which is not possible with current steady-state mapping technologies. The high spatiotemporal resolution of ChEC-seq allowed us to gain mechanistic insights into TF-DNA sliding, which will likely enable the development of models for *in vivo* TFBS searching.

ChEC-seq has notable advantages relative to genome-wide mapping methodologies based on ChIP or other enzymatic fusions. In particular, the inducible nature of ChEC-seq provides kinetic information not currently available on a genome-wide scale, and it was the rapidly inducible nature of ChEC-seq that allowed us to separate TFBSs based on their recognition by DNA sequence and shape or shape alone. ChEC-seq also revealed structural information on TFs bound to their cognate sites. One limitation of ChEC-seq is that multiple time points must be performed to capture fast and slow sites; however, one early (that is, 30 s) and one late (that is, 20 m) should be sufficient to capture both classes. The major limitation of ChEC-seq is the requirement for expression of a fusion protein. Although tagging of endogenous loci has generally been laborious in non-yeast systems, the recent development of CRISPR/Cas9-based genome editing^54^ has greatly simplified tagging, and we speculate that MNase tagging of endogenous loci in non-yeast systems will be commonplace to generate reagents for genome-wide mapping of protein binding with high spatial and temporal resolution.

## Methods

### Yeast strain construction

The yeast ChEC-tagging vector pGZ108 was constructed by insertion of a PCR amplicon encoding a 3 × FLAG tag and aa 83–231 of MNase (representing the mature sequence of MNase, GenBank P00644) followed by two stop codons (5′- TAGTAG -3′) between the PacI and AscI sites of pFA6a-3HA-kanMX6 (ref. 55; Addgene #39295), replacing the 3 × HA tag. The total length of the linker between the C terminus of the protein of interest and MNase is 33 aa (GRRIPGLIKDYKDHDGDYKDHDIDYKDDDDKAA). ChEC-tagging vectors with the HIS3MX6 and TRP1 markers (pGZ109 and pGZ110), derived from pFA6a-3HA-HIS3MX6 (ref. 55) (Addgene #41600) and pFA6a-3HA-TRP1 (ref. 55; Addgene #41595), were also created but not used in this study. These vectors retain compatibility with the F2/R1 primer pairs commonly used for epitope tagging of endogenous yeast genes. The ChEC-tagging short linker vector pGZ173 was constructed as above, except that the 3 × FLAG tag was excluded from the inserted PCR amplicon. The linker length of this vector is 8 aa (GRRIPGLI). Yeast ChEC strains were created by transformation with ChEC cassettes amplified from pGZ108 using gene-specific F2/R1 primers (http://yeastgfp.yeastgenome.org/yeastGFPOligoSequence.txt). The *REB1* promoter-3FLAG-MNase-NLS construct (pGZ136) was created by gene synthesis (Operon) and cloned into the XhoI and EcoRI sites of pRS406 for integration at *URA3*. A codon-optimized SV40 NLS (PPKKKRKV) was added to the C terminus of MNase by PCR before ligation into pRS406. The vector for expressing N terminally MNase-tagged Reb1 (pGZ172) was constructed by Gibson assembly^56^ of PCR amplicons encoding the *REB1* promoter, MNase-3FLAG, and the *REB1* ORF into the SacI site of pRS413. Following transformation of yeast with pGZ172, the chromosomal copy of *REB1* was deleted using a kanMX6 deletion cassette amplified from pFA6a-kanMX6 with an F2/R1 primer pair. Plasmids and yeast strains used in this study are listed in Supplementary Tables 1 and 2, respectively.

### ChEC

For each ChEC experiment, a 50-ml culture was grown to an OD_600_ of 0.5–0.7 at 30 °C in YPD. Cells were pelleted at 3,000 × *g* and washed three times with 1 ml Buffer A (15 mM Tris pH 7.5, 80 mM KCl, 0.1 mM EGTA, 0.2 mM spermine, 0.5 mM spermidine, 1 × Roche cOmplete EDTA-free mini protease inhibitors, 1 mM PMSF), centrifuging as above between washes. Cells were resuspended in 600 μl Buffer A containing 0.1% digitonin and permeabilized at 30 °C for 5 min. CaCl_2_ was added to 2 mM and ChEC digests were performed at 30 °C. At each time point, a 100-μl aliquot of the digest was transferred to a tube containing 100 μl 2 × stop buffer (400 mM NaCl, 20 mM EDTA, 4 mM EGTA) and 1% SDS. Protein was then digested with 80 μg proteinase K at 55 °C for 30 m. Nucleic acids were extracted with an equal volume of phenol/chloroform/isoamyl alcohol and precipitated with 2.5 volumes 100% ethanol and 30 μg Glycoblue (Ambion). Pellets were washed once with 1 ml 100% ethanol, dried, and resuspended in 30 μl 0.1 × TE buffer, pH 8.0. RNA was digested with 10 μg RNase A at 37 °C for 20 m.

### Western blotting

Yeast cells were grown to an OD_600_ of 0.4–0.5 in YPD and whole-cell extract (WCE) was prepared from 2 OD_600_ as described^57^. Antibodies used for western blotting were rabbit anti-γH2A (H2A phospho S129) (Abcam ab15083, 1:500) and rabbit anti-H2A (Millipore 07-146, 1:1,000). Images were obtained using the Licor Odyssey and bands were quantified using Image Studio Lite (Licor). The ratio of γH2A/total H2A in the WT WCE was set to 1.0 and γH2A/total H2A ratios in the ChEC strains were expressed relative to this value.

### Library preparation and sequencing

Before generating sequencing libraries, ChEC DNA was subjected to size selection using Ampure XP beads (Agencourt). A beads:sample ratio of 2.5:1 (v:v) was used and the unbound fraction, containing small DNA fragments, was extracted to remove RNase and precipitated as above, and used for library preparation. Sequencing libraries were constructed as described^46^,^58^, except that KAPA polymerase was used for library amplification. Libraries were sequenced for 25 cycles in paired-end mode on the Illumina HiSeq 2500 platform at the Fred Hutchinson Cancer Research Center Genomics Shared Resource. Paired-end fragments were mapped to the sacCer3/V64 genome build using Novoalign (Novocraft) as described to generate SAM files^46^,^59^. For visualization of ChEC-seq tracks, data were normalized as follows. The number of fragment ends corresponding to each base position in the genome was divided by the total number of read ends mapped. This accounts for differences in sequencing depth across samples. Read end-normalized counts/bp were then scaled by multiplication of each position with the total number of mapped bases in that sample. Normalization was performed using a custom perl script (pairs_single_end_sizes.pl in Supplementary Software 1).

### Comparison of ChEC-seq data to ChIP data

The sum of ChEC cleavages within 100 bp windows centered on each peak midpoint was determined using the *bedmap* feature of the BEDOPS suite^60^. Abf1 and Reb1 ORGANIC peaks (10 m MNase, 80 mM salt) were from Kasinathan *et al*.^12^, Rap1 ChIP-exo peaks were from Rhee and Pugh^8^, and Abf1, Rap1 and Reb1 X-ChIP-chip peaks were from MacIsaac *et al*.^45^ An equal number of random sites for each peak set was generated using the *random* feature of the BEDTools suite, filtered to exclude any high-scoring or low-scoring sites^61^. Overlap of ChEC-seq and ChIP peaks was performed using BEDTools *intersect* using 100 bp windows centered around the motif match midpoint for ChEC-seq peaks or the peak midpoint for ChIP peaks. To analyse X-ChIP signal at Abf1 ChEC-seq sites, we performed Abf1 MNase-X-ChIP as described^13^. Average plots were generated using bedgraph files with a custom perl script with a shell wrapper (average_plot.pl and window.sh in Supplementary Software 1).

### Peak calling

The maximum signal across all time points for each base position in the genome was determined using a custom perl script (combine_chec_bed.pl in Supplementary Software 1) that output a single bedgraph file with the maximum value for each position. Peaks were called on this bedgraph file using a genome-wide thresholding approach using a custom perl script with a shell wrapper (threshold_bed.pl and call_peaks.sh in Supplementary Software 1). To be included in a peak, a base position was required to have a value at least 10 times the genome-wide average. Positions exceeding the specified threshold within 30 bp of one another were merged into a single peak (an interpeak distance of 30). Thresholds used were: Abf1, 10.02165; Rap1, 9.24372; Reb1, 8.17298; free MNase, 10.57292. Reproducibility of peak occupancies was assessed by Spearman correlation. To calculate an FDR for each dataset, TF and free MNase peaks were overlapped using BEDOPS *element-of* and the number of overlapping peaks was divided by the total number of TF peaks. FDRs calculated were: Abf1-MNase, 2.37%; Rap1-MNase, 3.71%; Reb1-MNase, 2.42%. Information on called peaks is given in Supplementary Data 1.

### Temporal analysis of ChEC-seq data

The sum of ChEC cleavages within 50 bp windows centered on each peak midpoint was determined. Rows were then *Z*-score transformed to allow comparison of ChEC-seq signal across rows (multiple time points). This analysis was performed with a custom perl script (chec_heatmap.pl in Supplementary Software 1). Matrices were clustered with Gene Cluster 3.0 (ref. 62) and visualized with Java Treeview (http://jtreeview.sourceforge.net).

### Motif analysis

FASTA sequences were obtained for each 50 bp window surrounding each peak midpoint using BEDTools *fastaFromBed*. FASTA sequences were then scored using a custom perl script (pssm_scorer.pl in Supplementary Software 1) implementing the FIMO algorithm^63^ and using previously determined position frequency matrices downloaded from ScerTF^64^. FASTA sequences were uploaded to the MEME-ChIP^65^ web server for *de novo* motif discovery. Logos were generated with LogOddsLogo^66^, using the yeast GC content option.

### Cleavage pattern analysis

A custom perl script with a shell wrapper (average_plot_ends.pl and window_ends.sh in Supplementary Software 1) was used to determine average fragment end counts from pairs.bed files (created using pairs2bed.sh, Supplementary Software 1) at each position in a 100 bp window surrounding each motif match center. Cleavage data from the time point with maximal signal for each factor and class of sites in Fig. 3 heatmaps were used for average analysis. Cleavage data from 30 s and 5 m time points were used for average analysis of SL and N-terminal cleavage. Counts were normalized by multiplication of each position by the size of the budding yeast genome (taken here to be 12,495,000 bp) divided by the number of fragments mapped for a given time point. Normalized free MNase counts were then subtracted from TF–MNase counts.

### DNA shape analysis

FASTA sequences generated from the previously generated 100 bp windows centered on motif match midpoints were used as input for our DNA shape method^67^ for high-throughput prediction of DNA structural features. A set of 100 bp windows generated by BEDTools *random* not overlapping high-scoring or low-scoring sites and equal in number to the low-scoring sites for each factor was used as the random control for DNA shape analysis. The resulting patterns for minor groove width (MGW), Roll, propeller twist (ProT) and helix twist (HelT) were analysed using the framework of the motif database TFBSshape^68^. Statistical comparisons between DNA shape profiles were performed using a PCC and KS test with the null hypothesis that the distributions of DNA shape profiles derived from sequences containing high-scoring and low-scoring motifs are identical. PCCs close to 1 and large KS *P* values, therefore, indicate similar DNA shape profiles.

### Multiple linear regression

To test if DNA sequence or shape are more similar between sequences containing high-scoring and low-scoring motifs, we trained two models based on L2-regularized multiple linear regression, one model using DNA sequence and the other model using four DNA shape features: MGW, ProT, Roll and HelT. The sequence was encoded in binary features, whereas the shape features were normalized between 0 and 1, as previously described^49^. Using the sequence-based and shape-based models, values for the AUROC were calculated for the classification between sequences containing high-scoring and low-scoring motifs and compared to the classification of sequences containing high-scoring motifs and random sequences. An AUROC value of 0.5 indicates a random classifier.

## Additional information

**Accession codes:** Sequencing data have been deposited in GEO at National Center for Biotechnology Information under the accession number GSE67453.

**How to cite this article:** Zentner, G. E. *et al*. ChEC-seq kinetics discriminates transcription factor binding sites by DNA sequence and shape *in vivo*. *Nat. Commun.* 6:8733 doi: 10.1038/ncomms9733 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9, Supplementary Tables 1-2 and Supplementary References

Supplementary Data 1 Information on ChEC-seq peaks.

Supplementary Software 1 Scripts used for processing and analysis of ChEC-seq data.

## Figures and Tables

**Figure 1:**
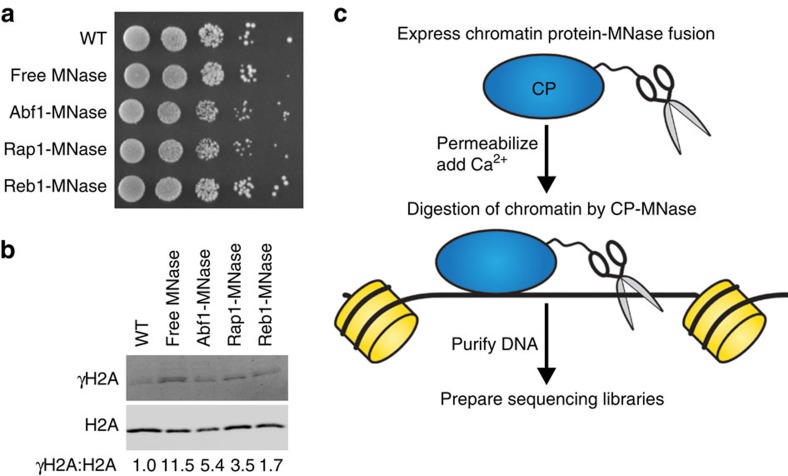
Phenotypic characterization of strains bearing MNase-tagged TFs. (**a**) Growth of free MNase and TF–MNase strains on YPD. (**b**) Western blot analysis of H2A serine 129 phosphorylation (γH2A) in free MNase and TF–MNase strains. The γH2A/total H2A ratio is indicated under each lane. (**c**) ChEC-seq workflow. Yeast cells expressing a chromatin protein (CP) of interest genetically fused to MNase are permeabilized with digitonin and calcium is added to induce cleavage by CP-MNase. Digested DNA is then purified and prepared for high-throughput sequencing.

**Figure 2:**
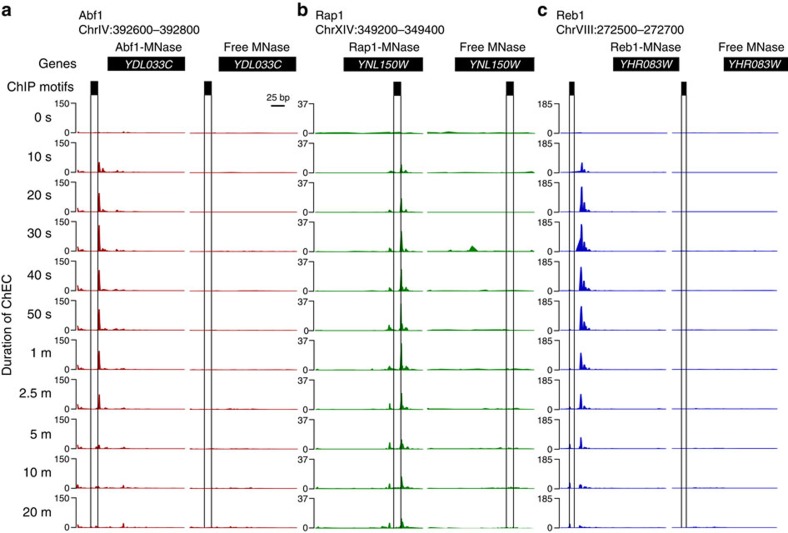
Genome-wide mapping of TF binding with ChEC-seq. Tracks of ChEC-seq signal for (**a**) Abf1, (**b**) Rap1, and (**c**) Reb1 along the indicated 200-bp segments of the genome. The positions of Abf1 and Reb1 motifs detected within ORGANIC peaks and a Rap1 motif detected within a ChIP-exo peak are indicated. Tracks of free MNase ChEC-seq signal at these genomic regions are also shown.

**Figure 3:**
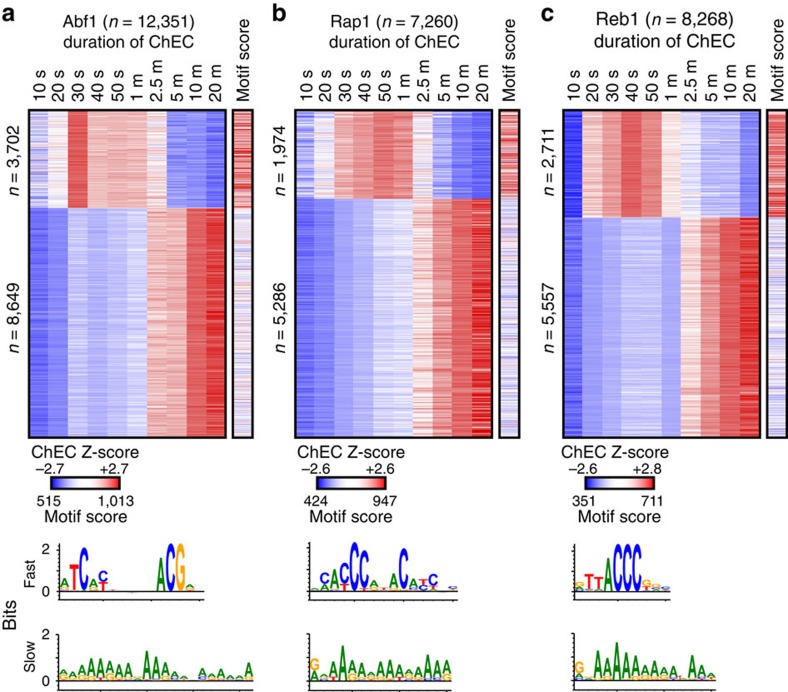
Temporal analysis of ChEC-seq data reveals distinct classes of TFBSs. Heatmaps of raw *Z*-scored, clustered ChEC-seq signals and motif scores for (**a**) Abf1, (**b**) Rap1 and (**c**) Reb1 sites. The sequence logos of the highest scoring motif discovered by MEME-ChIP and plotted with LogOddsLogo in fast and slow sites are displayed below the heatmap for the corresponding factor.

**Figure 4:**
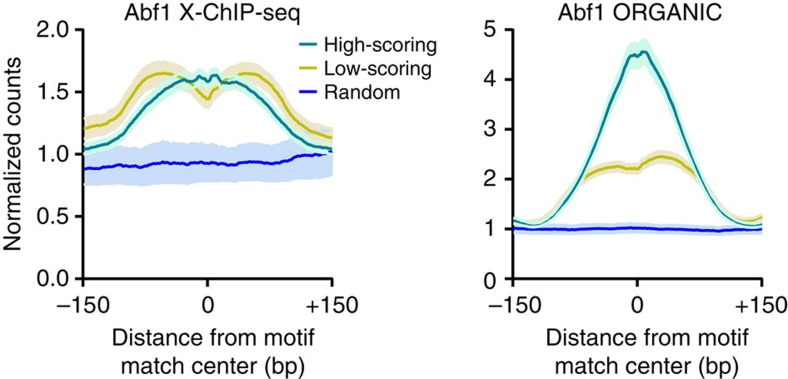
ChEC-seq peaks display enrichment in ChIP experiments. Average plots of Abf1 X-ChIP-seq and ORGANIC signal around high-scoring, low-scoring and random sites. Shaded areas represent 95% confidence intervals.

**Figure 5:**
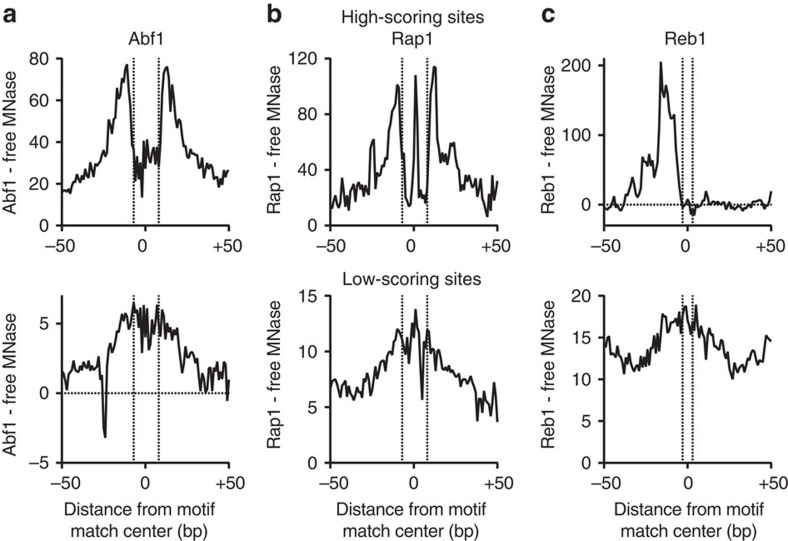
ChEC-seq sites display distinct cleavage profiles based on motif strength. (**a**) Average plots of Abf1 cleavage around high-scoring and low-scoring Abf1 sites. The boundaries of the motif match are indicated by vertical dotted lines. (**b**) Same as **a** but for Rap1 sites. (**c**) Same as **a** but for Reb1 sites. Sites are oriented such that the best match to the consensus motif used for scoring is left to right on the top strand. The *y* axis scale has been expanded in the lower panels to reveal details in the low-scoring site profiles.

**Figure 6:**
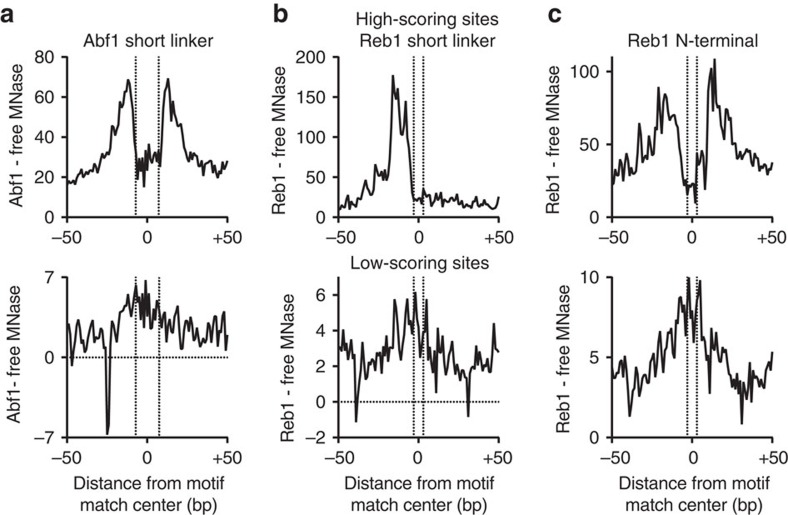
TF–MNase linker alteration modulates cleavage patterns. (**a**) Average plots of Abf1-SL cleavage around high-scoring and low-scoring Abf1 sites. The boundaries of the motif match are indicated by vertical dotted lines. (**b**) Same as **a** but for Reb1 sites. (**c**) Average plots of N-terminal Reb1 cleavage around high-scoring and low-scoring Reb1 sites. The *y* axis scale has been expanded in the lower panels.

**Figure 7:**
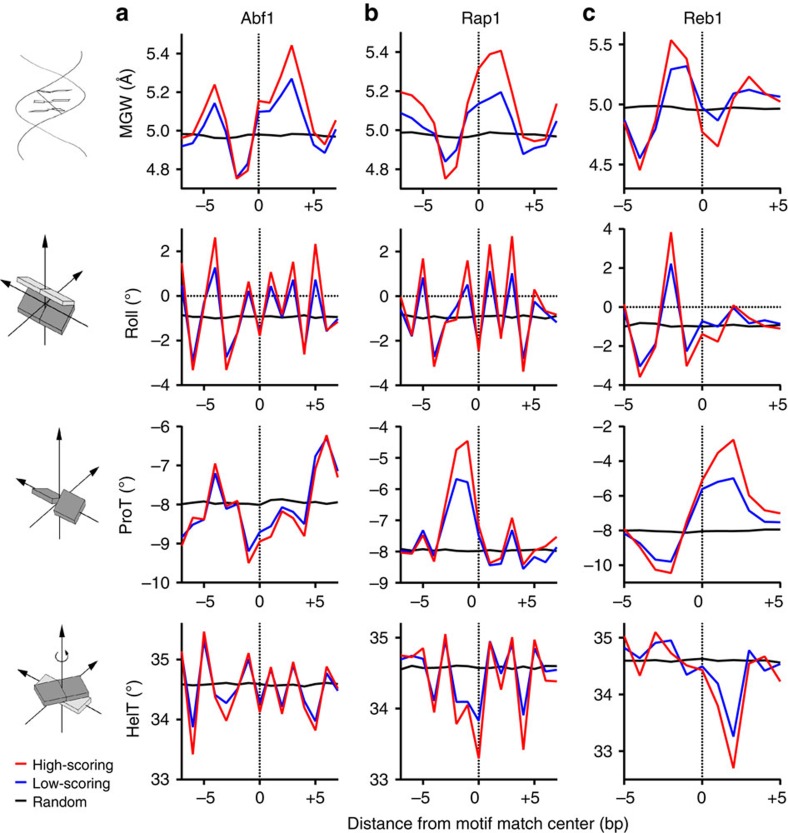
ChEC-seq-derived sites display distinctive DNA shape profiles for each TF regardless of the strength of a consensus motif. Average profiles of minor groove width (MGW), Roll, propeller twist (ProT) and helix twist (HelT) at high-scoring, low-scoring and random (**a**) Abf1, (**b**) Rap1 and (**c**) Reb1 sites. Plots were centered on the middle of the best match to the consensus motif used for scoring within each peak. Schematic representations of shape features are shown to the left of the row of plots for the corresponding feature.

**Figure 8:**
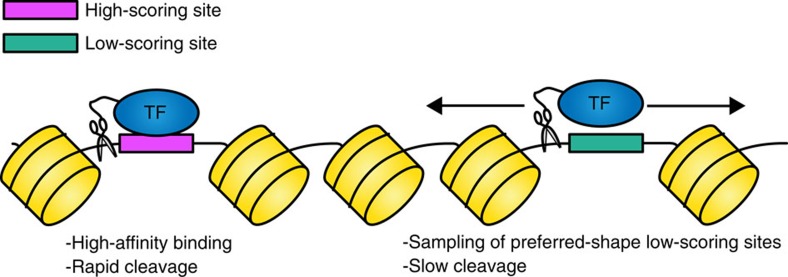
Characteristics of high-scoring and low-scoring ChEC-seq sites. A schematic representation of two TFBSs with differing affinity for the cognate TF. On the left, at a high-scoring site, a TF binds its cognate motif with high affinity, likely forming hydrogen bonds and other base-specific contacts, thus rapidly generating high levels of cleavage at specific sites. On the right, at a low-scoring site, a TF scans along the genome by sliding and sampling shape-preferred low-scoring sites, likely without forming contacts with the functional groups of the bases, thus generating dispersed low-level cleavages around these sites.

# Supplementary material for: ChEC-seq kinetics discriminates transcription factor binding sites by DNA sequence and shape in vivo
**Source:** Nat Commun. 2015 Oct 22;6:8733. doi: 10.1038/ncomms9733
**Supplement:** Supplementary Information — Supplementary Figures 1-9, Supplementary Tables 1-2 and Supplementary References

# Supplementary Figures

Supplementary Figure 1

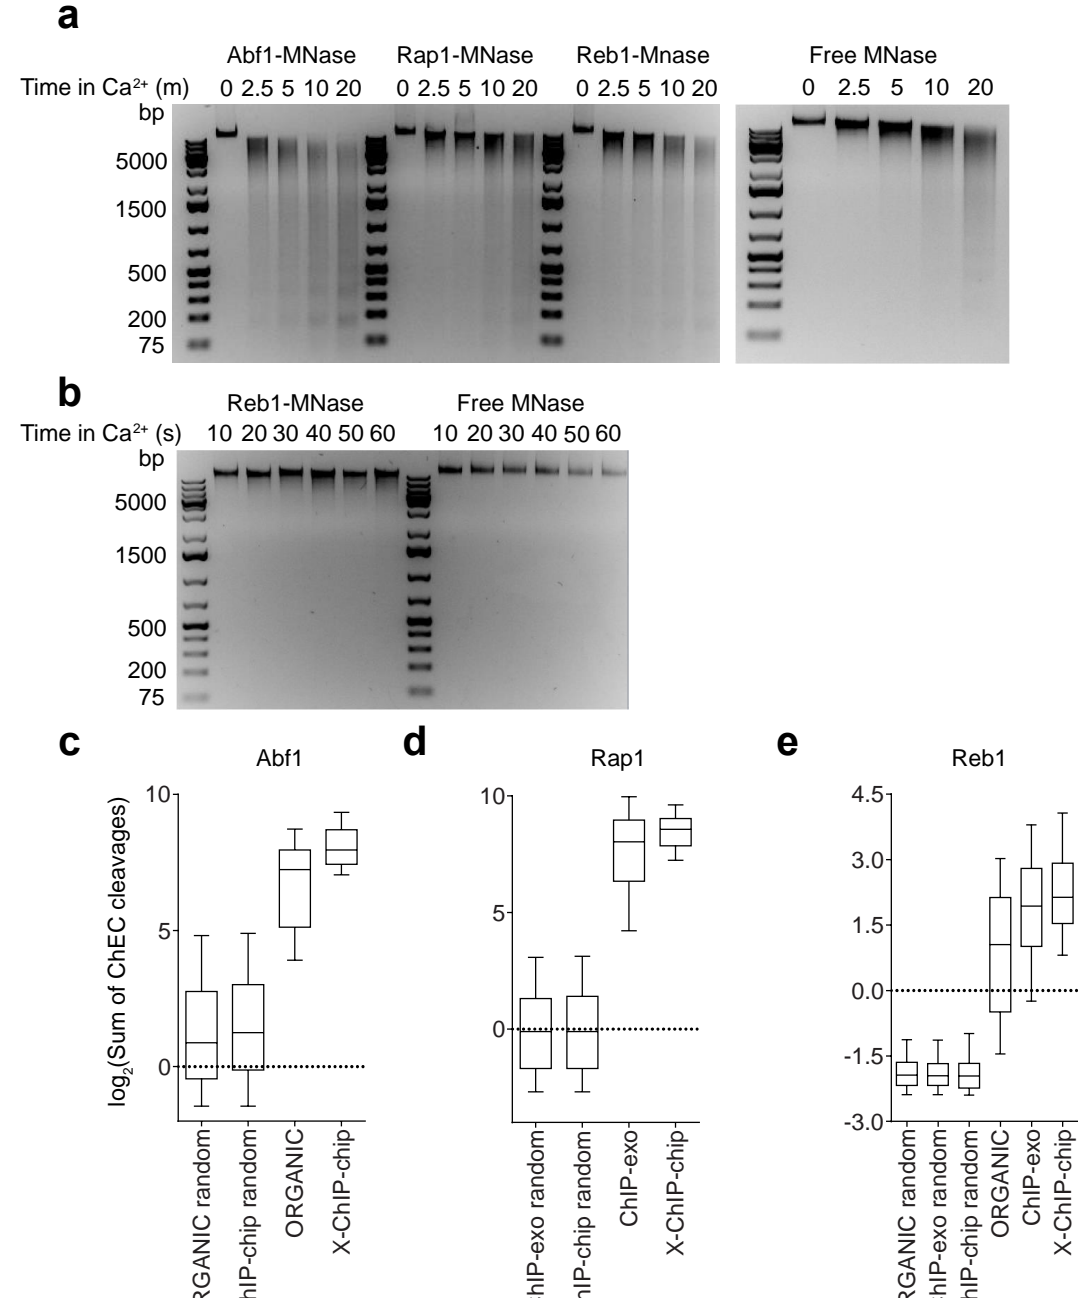

## Supplementary Figure 1. Specificity of ChEC-seq

(a) Agarose gel analysis of genomic DNA from TF-MNase and free MNase strains 0, 2.5, 5, 10, and 20 m after calcium addition. (b) Agarose gel analysis of genomic DNA from Reb1-MNase and free MNase strains 10, 20, 30, 40, 50, and 60 s after calcium addition. Also shown are boxplots of total ChEC-seq cleavages at peaks previously determined by various ChIP methods and an equal number of random sites for (c) Abf1, (d) Rap1, and (e) Reb1.

Supplementary Figure 2

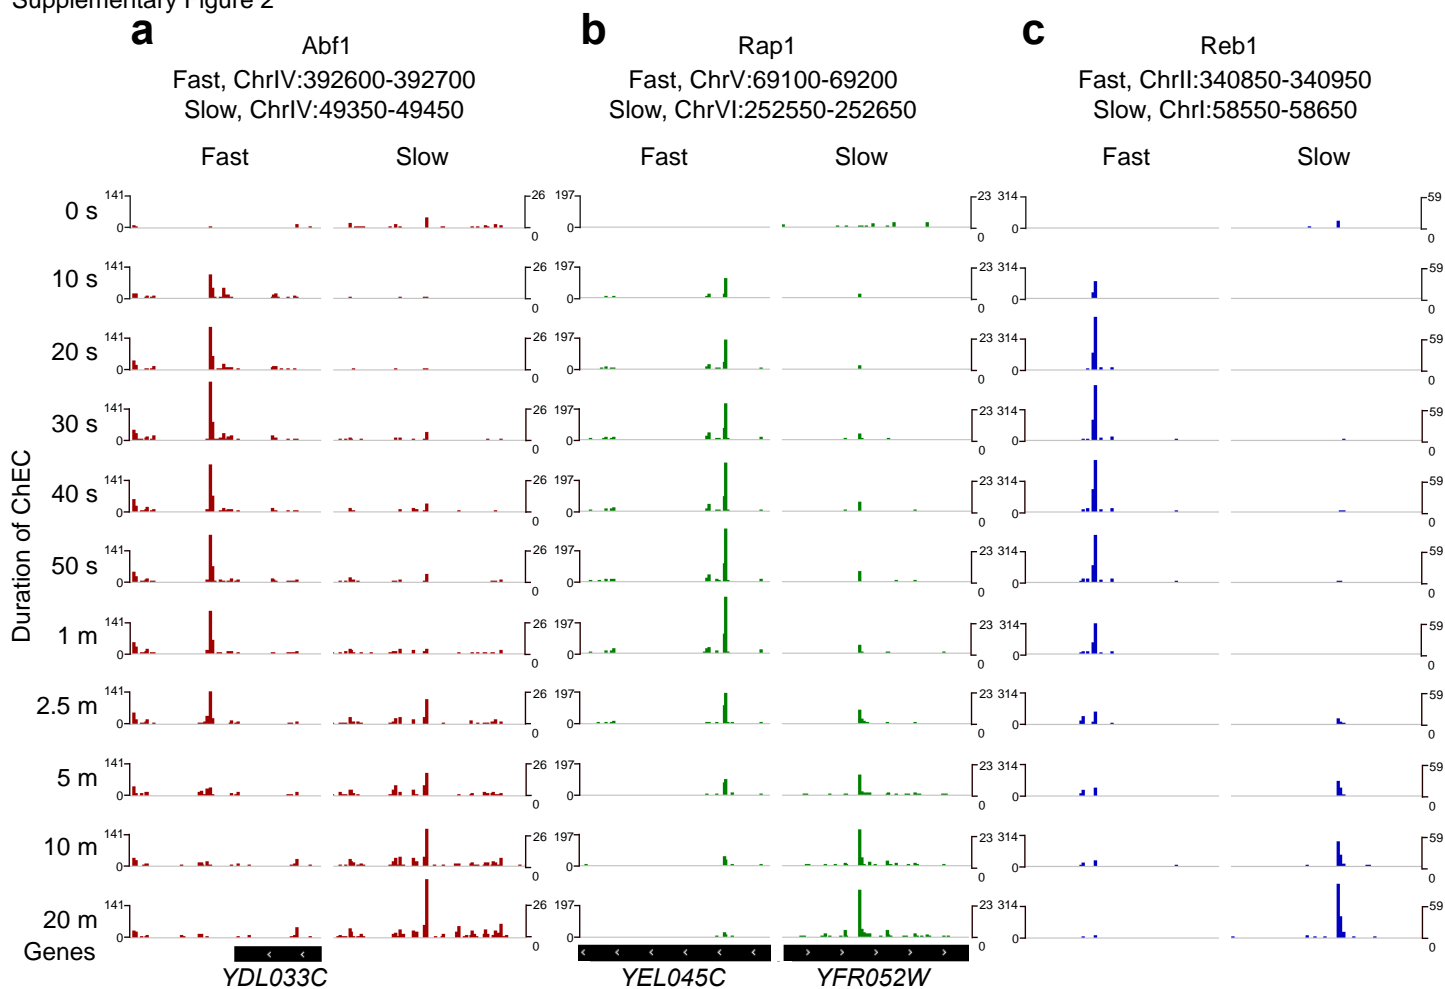

**Supplementary Figure 2. Fast and slow ChEC-seq sites**

Tracks of ChEC-seq signal at a fast and slow site for (a) Abf1, (b) Rap1, and (c) Reb1.

Supplementary Figure 3

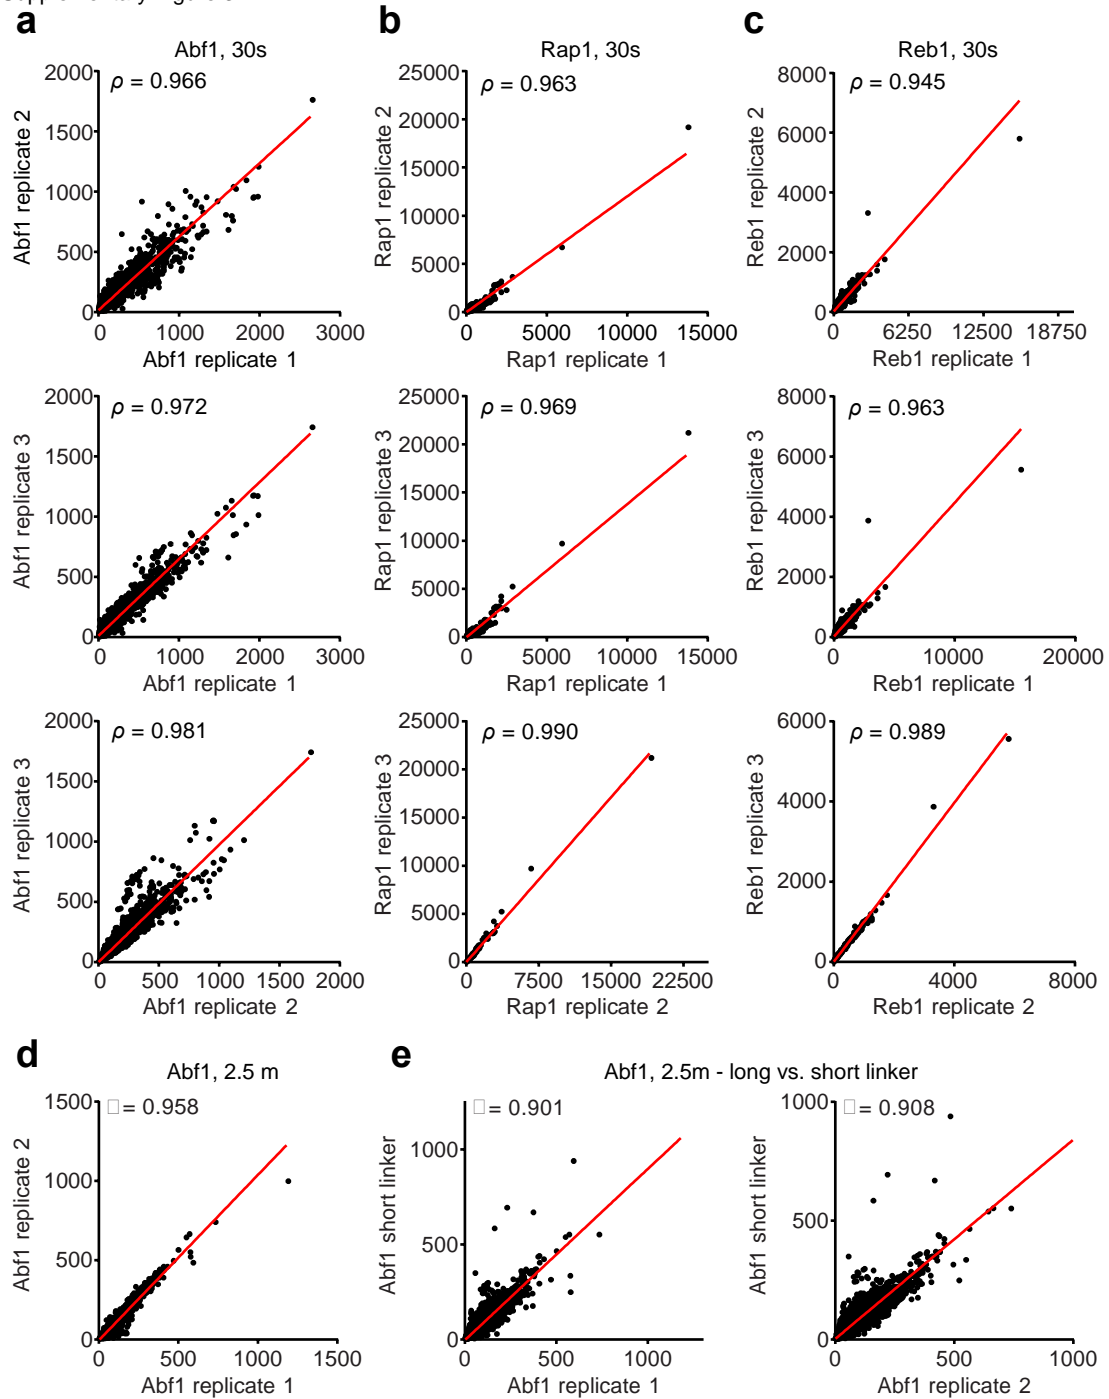

### Supplementary Figure 3. ChEC-seq peaks are highly reproducible

Pairwise correlations of 30 s ChEC-seq replicate signal at (a) Abf1, (b) Rap1, and (c) Reb1 peaks. (d) Pairwise correlation of 2.5 m ChEC-seq replicate signal. (e) Pairwise correlations of 2.5 m Abf1 ChEC-seq replicate signal with 2.5 m Abf1 short linker ChEC-seq signal. The sum of cleavages in a 50 bp window around each peak midpoint was taken to be that peak's occupancy. The Spearman's rank correlation coefficient  $\rho$  for each pairwise comparison is reported.

Supplementary Figure 4

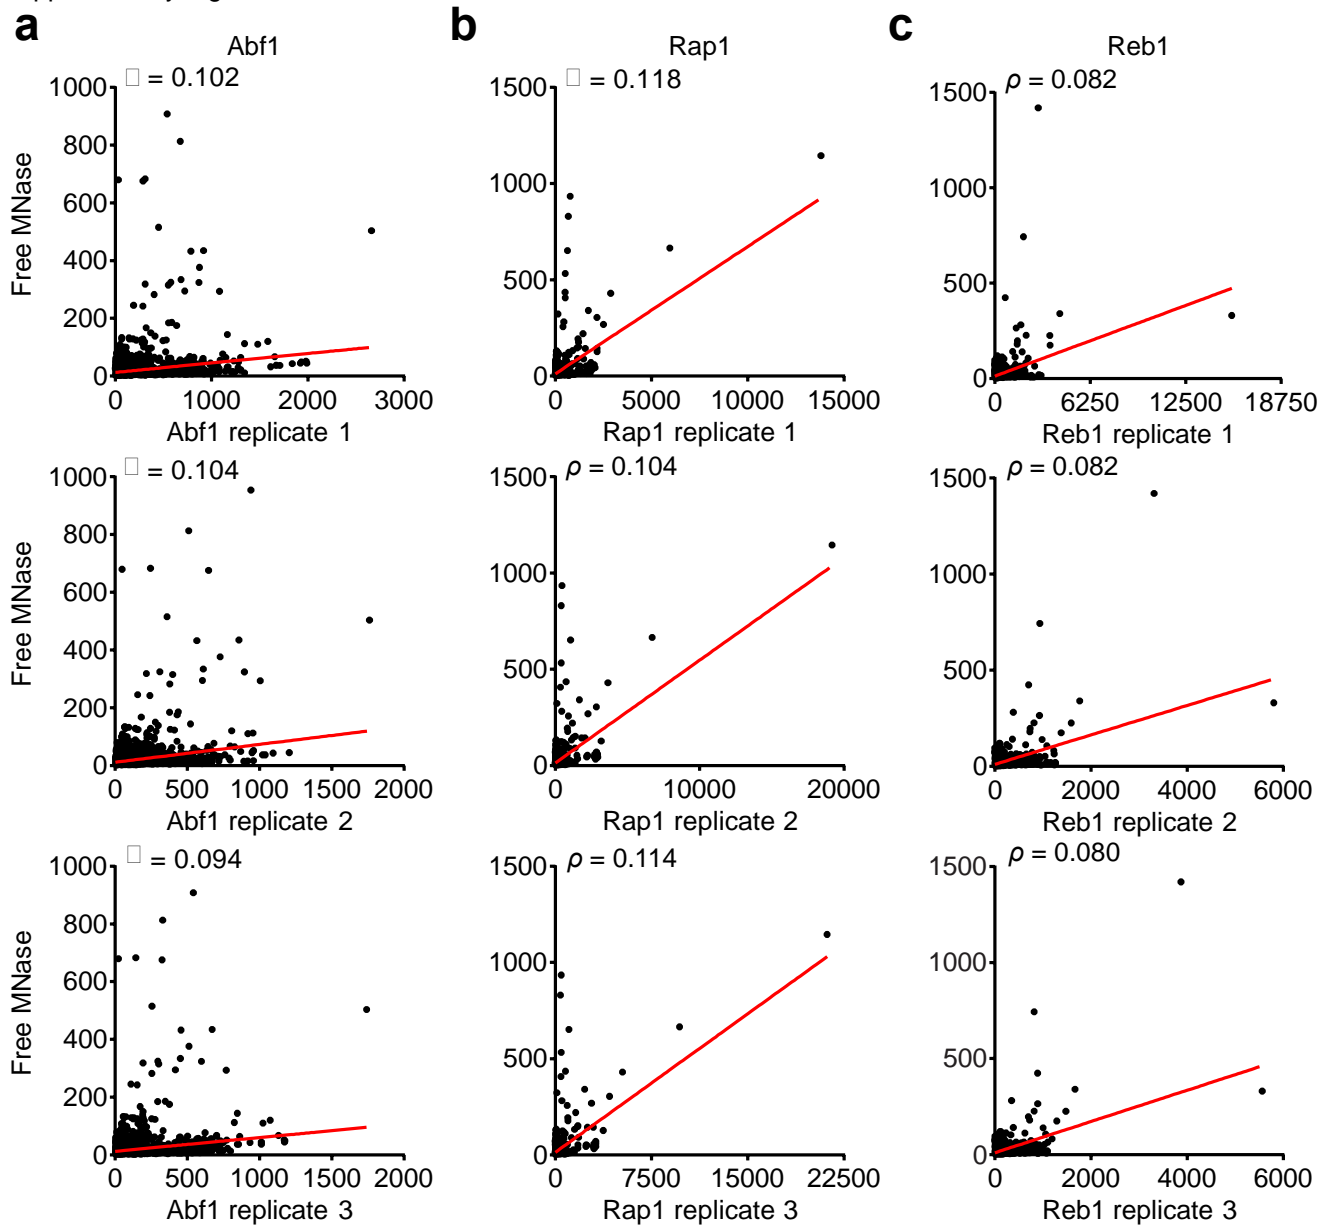

#### Supplementary Figure 4. ChEC-seq peaks show poor correlation with free MNase signal

Pairwise correlations of 30 s ChEC-seq and free MNase signal at (a) Abf1, (b) Rap1, and (c) Reb1 peaks. The sum of cleavages in a 50 bp window around each peak midpoint was taken to be that peak's occupancy. The Spearman's rank correlation coefficient  $\rho$  for each pairwise comparison is reported.

Supplementary Figure 5

**a**

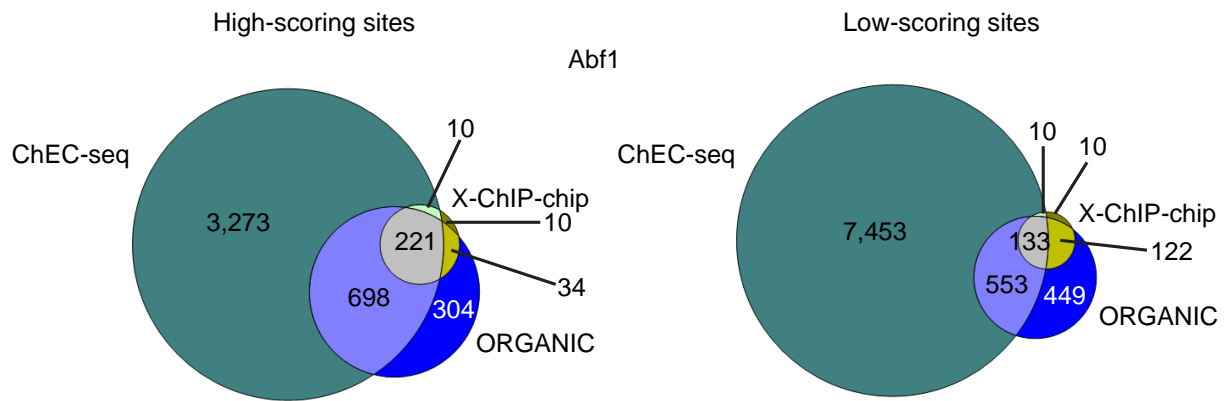

**b**

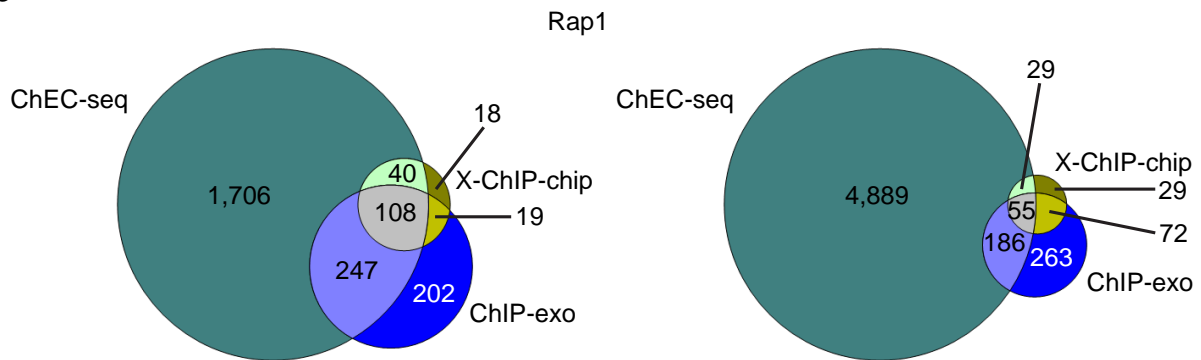

**c**

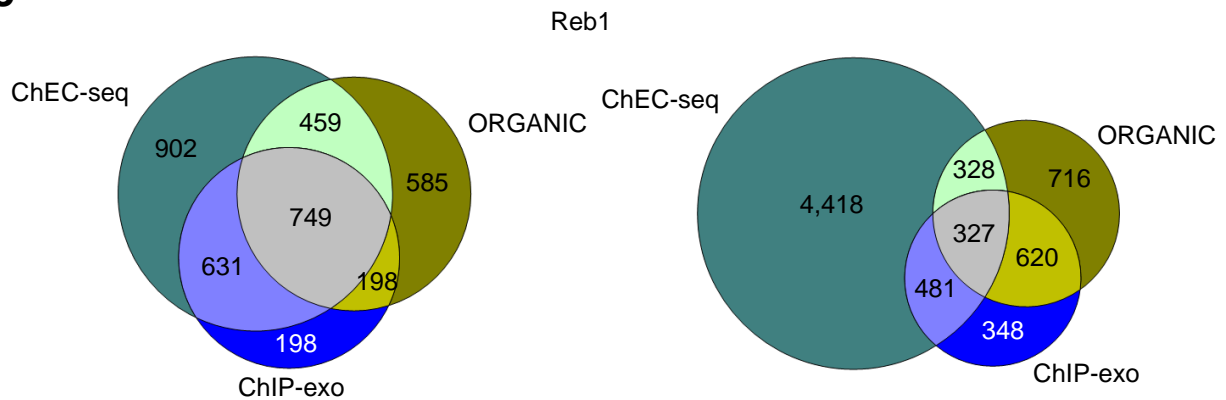

### Supplementary Figure 5. Overlap of ChEC-seq peaks with ChIP peaks

(a) Venn diagrams of overlap between high- and low-scoring Abf1 ChEC-seq sites with Abf1 X-ChIP-chip and ORGANIC peaks. (b) Venn diagrams of overlap between high- and low-scoring Rap1 ChEC-seq sites with Rap1 X-ChIP-chip and ChIP-exo peaks. (c) Venn diagrams of overlap between high- and low-scoring Reb1 ChEC-seq sites with Reb1 ORGANIC and ChIP-exo peaks.

Supplementary Figure 6

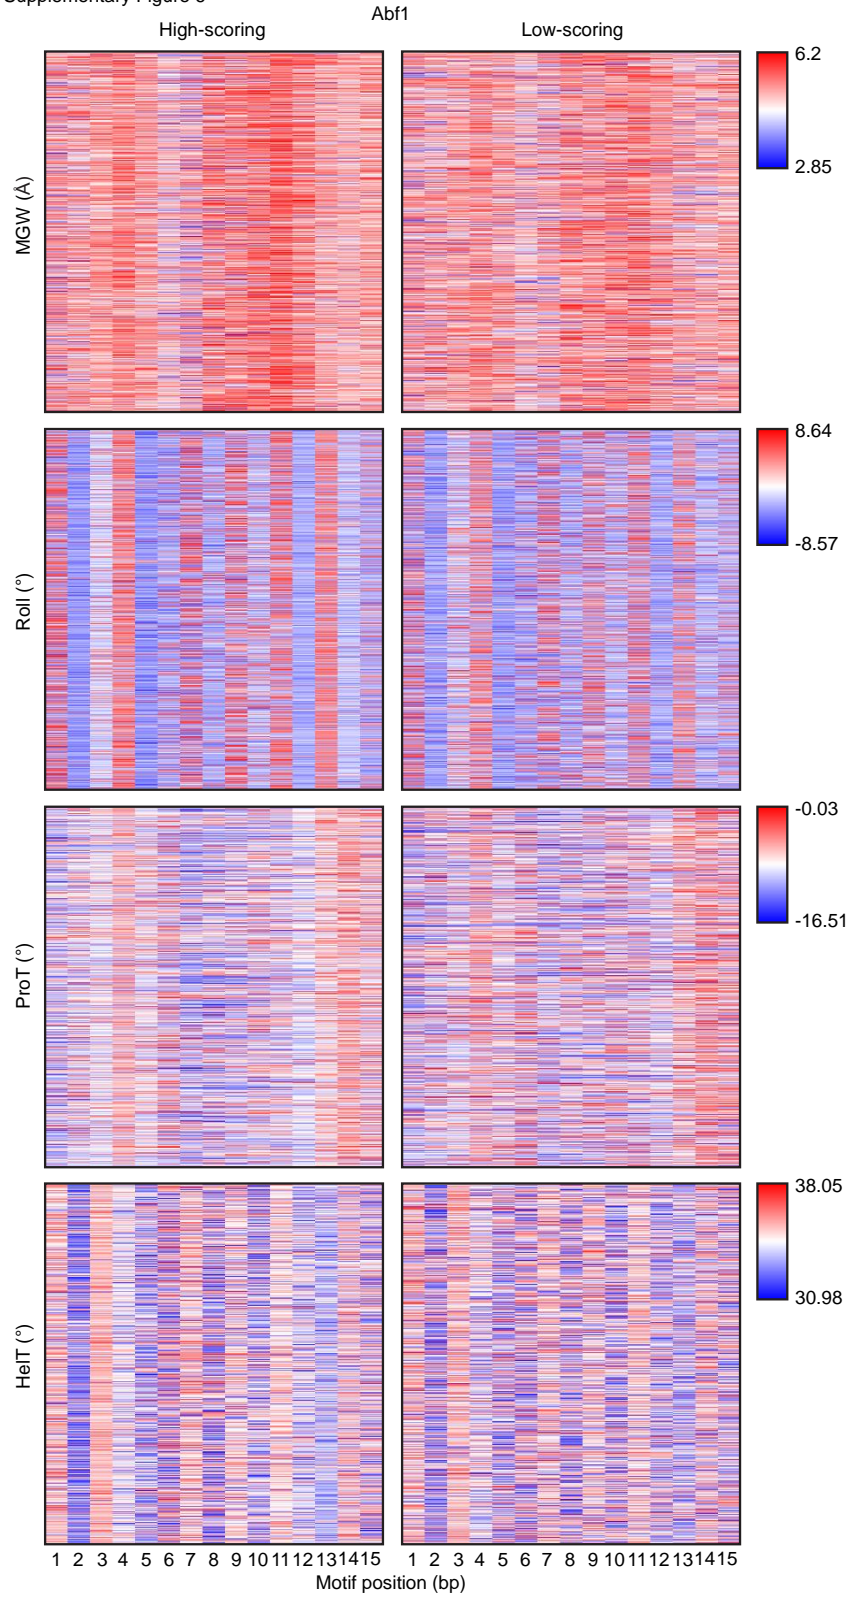

**Supplementary Figure 6. High-scoring and low-scoring Abf1 sites display similar shape profiles.**

Heatmaps of DNA shape features minor groove width (MGW), Roll, propeller twist (ProT), and helix twist (HelT) around high- and low-scoring Abf1 sites ranked ascending by motif match  $p$ -values.

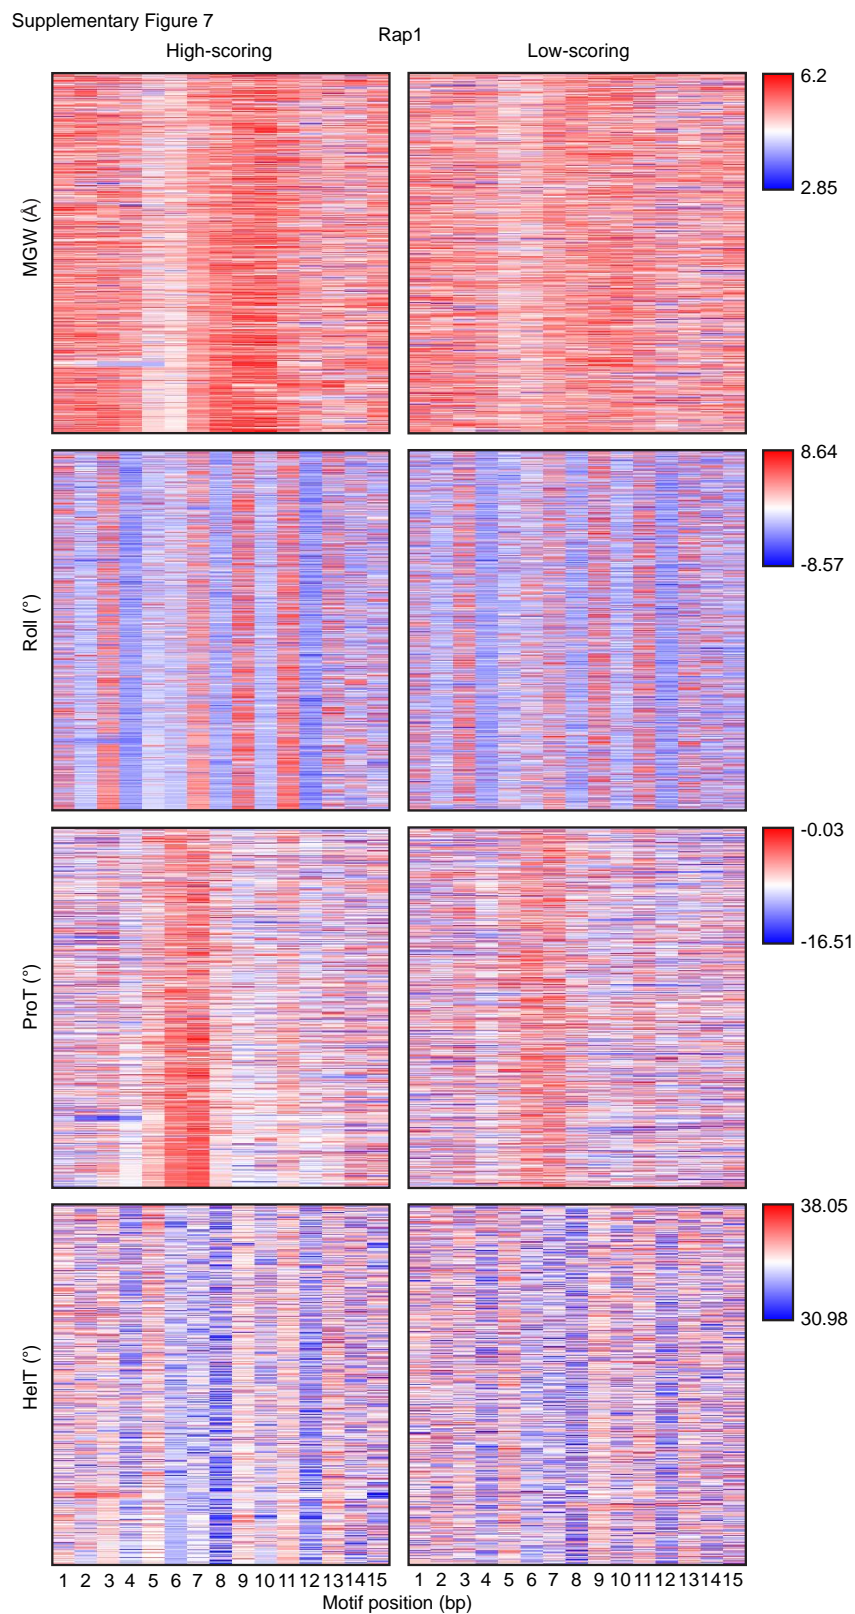

**Supplementary Figure 7. High-scoring and low-scoring Rap1 sites display similar shape profiles.** Heat maps of DNA shape features minor groove width (MGW), Roll, propeller twist (ProT), and helix twist (HelT) around high- and low-scoring Rap1 sites ranked ascending by motif match  $p$ -values.

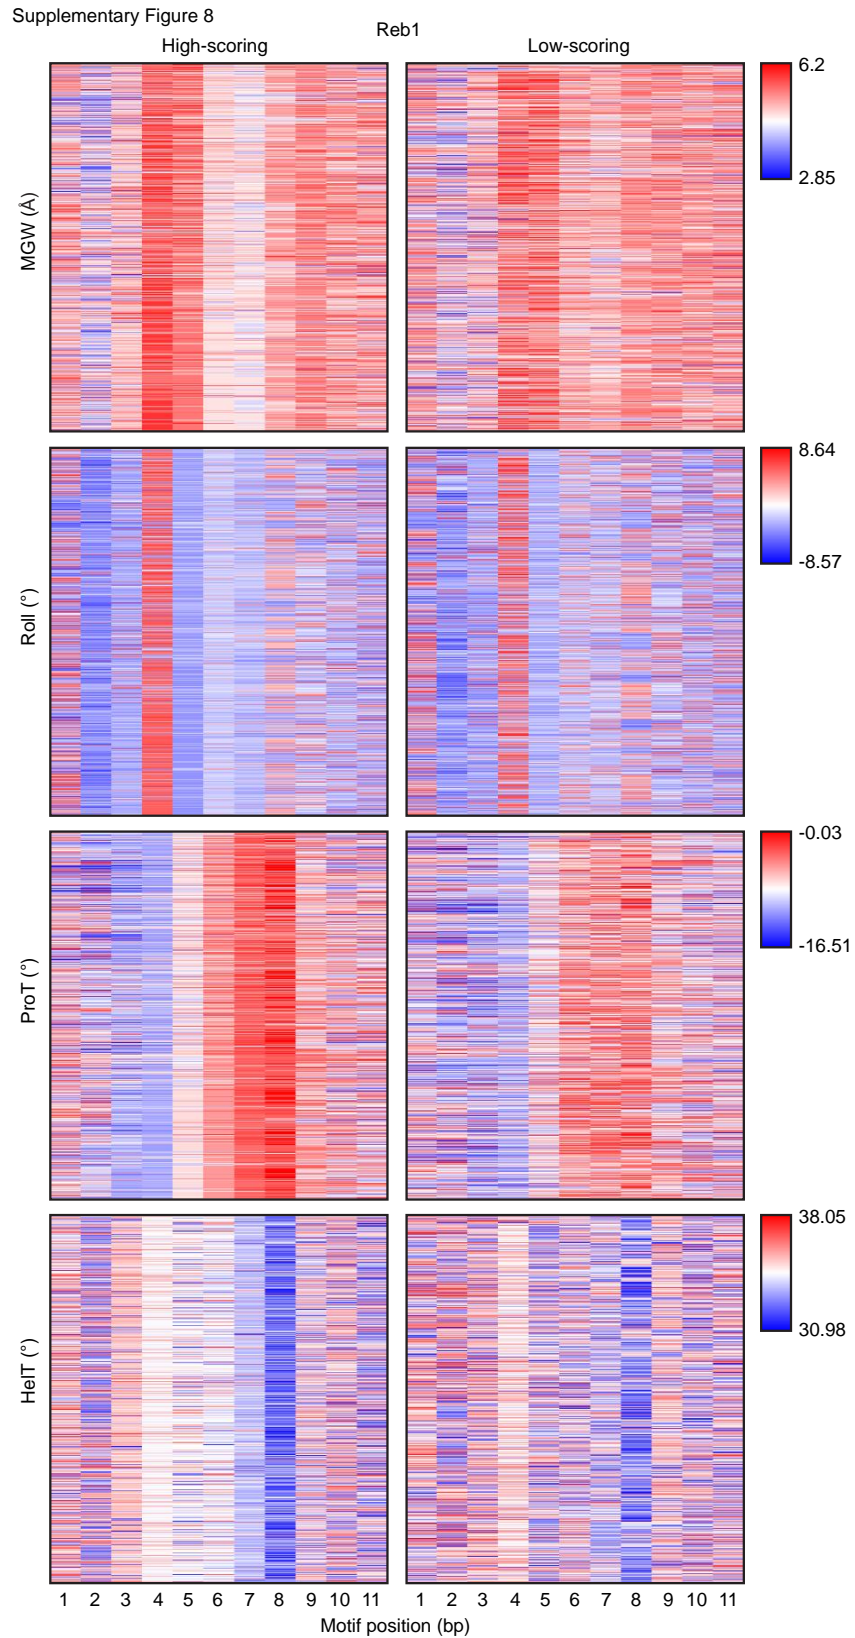

**Supplementary Figure 8. High-scoring and low-scoring Reb1 sites display similar shape profiles.** Heat maps of DNA shape features minor groove width (MGW), Roll, propeller twist (ProT), and helix twist (HelT) around high- and low-scoring Reb1 sites ranked ascending by motif match  $p$ -values.

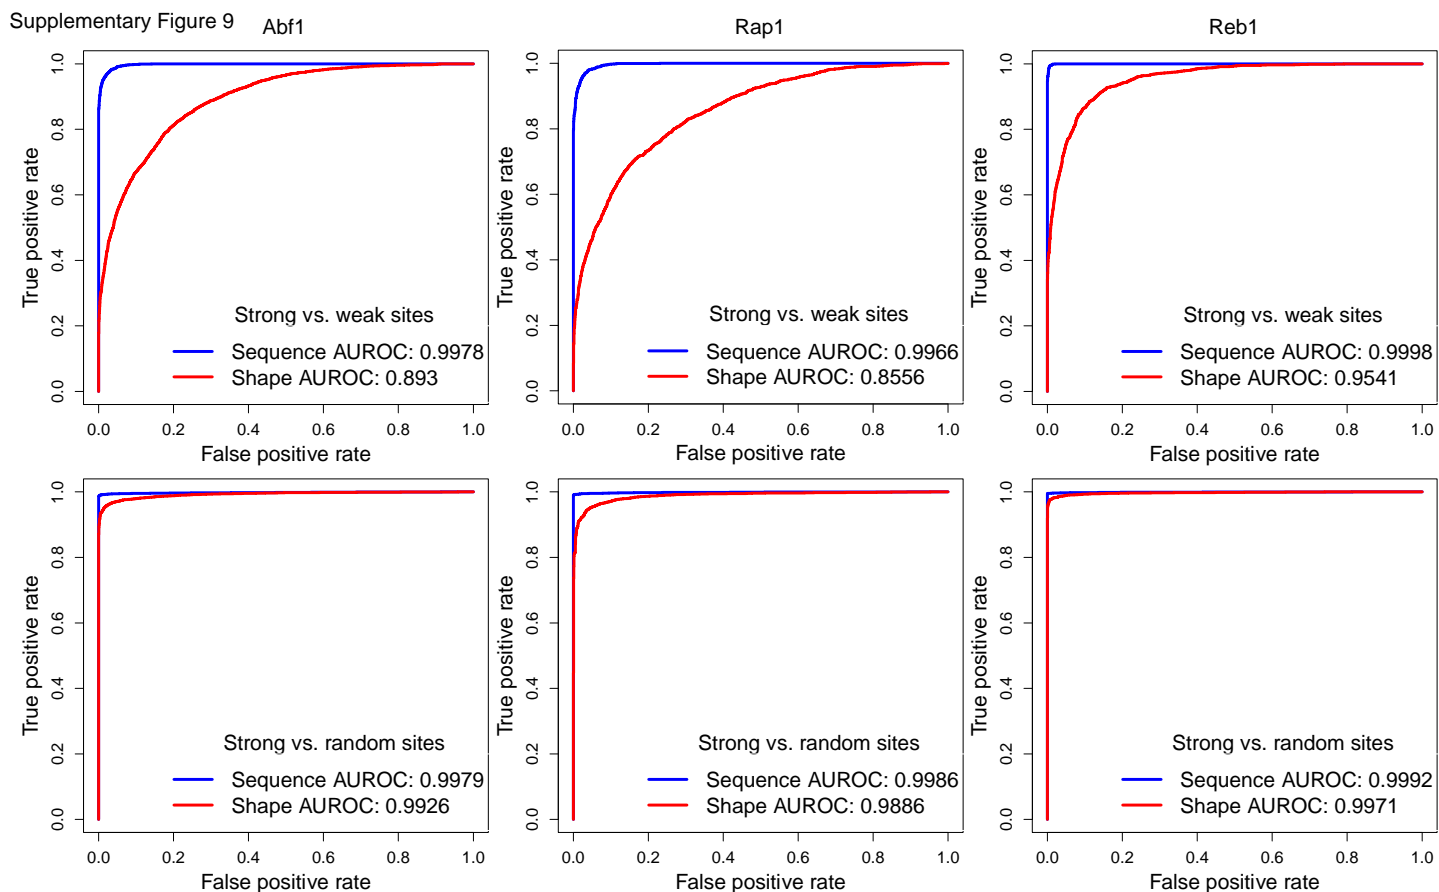

**Supplementary Figure 9. Classification of high-scoring and low-scoring motif sites using DNA sequence or shape.** Models based on L2-regularized multiple linear regression (MLR) encoding either sequence (blue) or shape (red) were used to distinguish sequences containing high-scoring and low-scoring motifs (top row) for Abf1 (left), Rap1 (center), and Reb1 (right). The lower AUROC values for the shape-based classification indicate the higher similarity of high-scoring and low-scoring sites in terms of DNA shape compared to sequence. This difference between sequence- and shape-based models cannot be observed when the MLR classification is applied to sequences containing high-scoring motifs and random sequences (bottom row).

## Supplementary Tables

| Plasmid           | Description                                                                   | Source           |
|-------------------|-------------------------------------------------------------------------------|------------------|
| pFA6a-3HA-KanMX6  | C-terminal 3xHA-tagging vector (F2/R1 compatible), kanMX6                     | Addgene          |
| pFA6a-3HA-HIS3MX6 | C-terminal 3xHA-tagging vector (F2/R1 compatible), HIS3MX6                    | Addgene          |
| pFA6a-3HA-TRP1    | C-terminal 3xHA-tagging vector (F2/R1 compatible), TRP1                       | Addgene          |
| pFA6a-kanMX6      | Deletion vector (F2/R1 compatible), kanMX6                                    | Sue Biggins      |
| pGZ108            | C-terminal 3xFLAG-MNase-tagging vector (F2/R1 compatible), kanMX6             | This study       |
| pGZ109            | C-terminal 3xFLAG-MNase-tagging vector (F2/R1 compatible), HIS3MX6            | This study       |
| pGZ110            | C-terminal 3xFLAG-MNase-tagging vector (F2/R1 compatible), TRP1               | This study       |
| pGZ136            | 3xFLAG-MNase-SV40 NLS under the control of the <i>REB1</i> promoter in pRS406 | This study       |
| pGZ172            | MNase-3FLAG-REB1 under the control of the <i>REB1</i> promoter in pRS413      | This study       |
| pGZ173            | C-terminal short linker-MNase-tagging vector (F2/R1 compatible), kanMX6       | This study       |
| pRS406            | Integrating vector, URA3                                                      | Toshio Tsukiyama |
| pRS413            | Shuttle vector, HIS3                                                          | Toshio Tsukiyama |

**Supplementary Table 1. Plasmids used in this study**

| Strain | Genotype                                                                                                                                      | Source                         |
|--------|-----------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------|
| GZY85  | <i>MATa ade2-1 can1-100 his3-11, 15 leu2-3, 112 trp1-1 ura3-1 RAD5+ REB1-3FLAG-MNase-kanMX6</i>                                               | This study                     |
| GZY98  | <i>MATa ade2-1 can1-100 his3-11, 15 leu2-3, 112 trp1-1 ura3-1 RAD5+ ura3::P<sub>REB1</sub>-3FLAG-MNase-URA3</i>                               | This study                     |
| GZY99  | <i>MATa ade2-1 can1-100 his3-11, 15 leu2-3, 112 trp1-1 ura3-1 RAD5+ ABF1-3FLAG-MNase-kanMX6</i>                                               | This study                     |
| GZY100 | <i>MATa ade2-1 can1-100 his3-11, 15 leu2-3, 112 trp1-1 ura3-1 RAD5+ RAP1-3FLAG-MNase-kanMX6</i>                                               | This study                     |
| GZY112 | <i>MATa ade2-1 can1-100 his3-11, 15 leu2-3, 112 trp1-1 ura3-1 RAD5+ ABF1-SL-MNase-kanMX6</i>                                                  | This study                     |
| GZY113 | <i>MATa ade2-1 can1-100 his3-11, 15 leu2-3, 112 trp1-1 ura3-1 RAD5+ RAP1-SL-MNase-kanMX6</i>                                                  | This study                     |
| GZY114 | <i>MATa ade2-1 can1-100 his3-11, 15 leu2-3, 112 trp1-1 ura3-1 RAD5+ REB1-SL-MNase-kanMX6</i>                                                  | This study                     |
| GZY115 | <i>MATa ade2-1 can1-100 his3-11, 15 leu2-3, 112 trp1-1 ura3-1 RAD5+ reb1Δ::kanMX6 pGZ172 (P<sub>REB1</sub>-MNase-3FLAG-REB1 HIS3 CEN ARS)</i> | This study                     |
| SKY1   | <i>MATa ade2-1 can1-100 his3-11, 15 leu2-3, 112 trp1-1 ura3-1 RAD5+ ABF1-3FLAG-kanMX4</i>                                                     | Kasinathan et al. <sup>1</sup> |

### Supplementary Table 2. Yeast strains used in this study

All strains were constructed in the W1588-4C background, which is isogenic to W303-1A except that a weak *rad5* mutation is repaired<sup>2</sup>.

## Supplementary References

1. Kasinathan, S., Orsi, G.A., Zentner, G.E., Ahmad, K. & Henikoff, S. High-resolution mapping of transcription factor binding sites on native chromatin. *Nat Meth* **11**, 203-209 (2014).
2. Zhao, X., Muller, E.G.D. & Rothstein, R. A Suppressor of Two Essential Checkpoint Genes Identifies a Novel Protein that Negatively Affects dNTP Pools. *Mol Cell* **2**, 329-340 (1998).

How the deposited data were processed for this re-analysis (not part of the article)

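The analysis covers 57 libraries, of which all but 1 hold ChEC-seq fragments of yeast strains carrying Abf1-MNase, Rap1-MNase or Reb1-MNase or expressing free MNase, and 1 holds Abf1 MNase-X-ChIP-seq fragments. The authors selected small DNA, sequenced it for 25 cycles in paired-end mode and mapped the pairs to sacCer3/V64 with Novoalign. The deposited values are mapped fragments, given as chromosome, start and end with identical fragments kept, and the authors applied no normalization to them. The plan made before the data were examined had assumed per-base normalized tracks, which were instead computed here from the fragments by the formula of the authors' software. Conditions, time points and replicate numbers were taken from the labels of the libraries, and all 57 could be assigned. Over the 57 libraries, fragments numbered between 47677 and 13480135 (median 3800308), and counting error at peaks is set by the ends in each window, with medians of 74 to 159 for a TF library at 30 s and 22 to 23 for free MNase.

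Signal at a base was the number of fragment ends there divided by all ends and multiplied by the number of positions with an end. The alternative scale was ends in ppm of all mapped ends. The per-base maximum was taken over the 10 time points, with replicate 1 at 30 s and without the library without calcium. Positions at or above the stated thresholds (10.02165 for Abf1, 9.24372 for Rap1, 8.17298 for Reb1 and 10.57292 for free MNase) and less than 30 bp apart were merged on 17 chromosomes. As in the authors' software, the last run of positions of each chromosome was not reported. Sums in windows of 51 bp around the peak midpoint, rounded down, were z-scored per peak and clustered by k-means (k = 2, 50 starts, fixed seed). The class whose mean profile was highest at or before 1 m is called fast.

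Motif matrices were solved from the matches and scores in the part of Supplementary Data 1 that was available (1998 entries for Abf1, 1998 for Rap1 and 1144 for Reb1), for motifs of 15, 13 and 9 bp. The best match in each window was kept, and its P value followed the authors' software. There the last base of the motif is not scored, while the count of words is divided by all words of full length. P is therefore smaller than the chance of such a score in a random word, and it does not allow for the number of positions searched. The areas under the curve and AT contents of fast and slow peaks were compared by two-sided permutation tests with 100000 permutations of class labels over peaks. Spearman's rho was computed across peaks without a p value, since peaks are not replicates. Shares carry exact Clopper-Pearson intervals. Asymmetry indices of the 3 replicates at 30 s were compared by two-sided exact permutation tests, and X-ChIP-seq means carry bootstrap intervals over sites (2000 resamples). Sequence models used ridge regression with a penalty of 1 and 10 folds. Random windows were drawn outside peaks with a fixed seed, over the genome or over intergenic sequence.

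Loci named in the text are the loci of Fig. 2 and Supplementary Fig. 2 and, for each TF, the fast and the slow peak with the largest summed composite signal outside rDNA on chromosome XII, the mitochondrial genome and 10 kb of a chromosome end. Where the largest peak of a class lies inside those regions it is named too. The largest fast Abf1 peak of all lay on chromosome VI from 4504 to 5073, the largest fast Rap1 peak on chromosome XII from 459386 to 467921 inside rDNA, and the largest fast Reb1 peak on chromosome XII from 5481 to 6083. The largest slow peaks lay in rDNA on chromosome XII, from 458858 to 467923 for Abf1, 451422 to 458784 for Rap1 and 451419 to 468929 for Reb1. The slow peaks named as outside rDNA start before its end, set at 490000, and have their midpoints past it.

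Alternatives covered the threshold, merging distance, libraries and regions for peaks, the scale, window, distance, number of classes, time points and background for classes, the motif P threshold, the overlap rule, the average over sites, site weights and each replicate left out in turn. Those added after the data were examined were counting identical fragments once, the rounding and length of the window, the mean over positions with an end, motif scores without rDNA, the mitochondrial genome and chromosome ends, free MNase with the library without calcium, identical fragments counted once in the libraries without calcium, slow peaks not wholly inside another, X-ChIP-seq fragments shorter than 120 bp, X-ChIP-seq fragment ends, and sites scaled to the mean total of their library. The rounding of the window midpoint was settled after comparing 24 conventions with the motif matches of Supplementary Data 1. For the composite, 3 combinations of libraries for each TF and 2 for free MNase were compared with the stated thresholds. For free MNase the 10 time points gave 10.4697 and adding the library without calcium gave 10.5729, which equals the stated threshold, but the composite of the 10 time points was kept as planned and the other used as an alternative. For X-ChIP-seq, 21 combinations of signal and fragment length were computed. The rule that a value counts as changed in sign only where it lies more than 2 SD from 0, or its interval leaves out 0, was written after values were seen. Of the preset readings of tests, those on fragments carried over into the libraries without calcium and on slow peaks unique to Rap1 and Reb1 were changed to undecided after values were seen. The test of accessible DNA in the libraries without calcium, itself chosen after values were seen, was later given a stricter limit from free MNase with calcium, which changed its reading to undecided for Abf1 and Rap1.

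The steps were tested on simulated data. Of 750 planted peaks 747 were recovered, the 3 others being the last run of a chromosome, and 0 further peaks were called. Early and late profiles were assigned to their class for 100% of 4000 peaks at a noise SD of 0.3 or 1 and for 96.3% at an SD of 2. The motif matrix was recovered in 40 of 40 entries and a planted match in 2000 of 2000 windows. Planted asymmetry indices of 0, 0.5 and −0.5 were recovered as −0.003, 0.497 and −0.499. Of 400 simulated null comparisons, 4% had a permutation p under 0.05, and of 200 comparisons shifted by 0.5 SD 86% did. The classifier gave an AUROC of 0.476 on uninformative features and 0.717 where 0.760 was the best attainable.

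Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, numba 0.67.0, scikit-learn 1.9.0 and matplotlib 3.10.9. Comparisons with ChIP peak sets, ORGANIC data, gels and DNA shape are not analysed here, and no Rap1-SL library was used here.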

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

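The comparison of own with other peaks below and its limit, taken from free MNase libraries with calcium, and the count of identical fragments once were chosen only after the result was seen, and the test on fragments from other libraries was set before, with its reading changed to undecided afterwards.

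The paper reports DNA damage without added calcium but not the libraries made without it, and these show a signal above that of the free MNase library without calcium. At fast peaks called for Abf1 alone, the Abf1 library without calcium was 1.65 times as enriched over the rest of the genome as the free MNase library without calcium. The corresponding values were 1.95 for Rap1 and 3.08 for Reb1. Each rests on 1 TF library and 1 free MNase library, so no spread between replicates is known. Only 14.8% of the fragments of the free MNase library without calcium are distinct, against 78.8% for Abf1, 16.5% for Rap1 and 31.8% for Reb1, and the mitochondrial genome takes 35.6% of its fragments and 29.6% of those of Rap1. With identical fragments counted once the enrichment was 1.79, 1.88 and 3.39. The enrichment is a ratio within each library, so the normalization by positions with an end cancels out, and MNase preference for certain sequences is shared with free MNase. No condition has more than 3 replicates, too few to test whether a single sample lies apart from the others of its condition.

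The enrichment over free MNase at own peaks was 1.18 times that at the peaks of the nearest other TF for Abf1 (lower bound over peaks 1.09), 1.47 times for Rap1 (1.32) and 1.42 times for Reb1 (1.32). Cleavage of accessible DNA whichever factor binds it need not be alike at the peaks of all TFs, and free MNase with calcium reached 1.22, 1.44 and 1.05 times by the same ratio. The lower bound lies above this for Reb1 alone, also with identical fragments counted once (1.49, lower bound 1.37, against 1.19 in free MNase), which argues against accessibility as the whole cause there. For Abf1 and Rap1 accessibility and cleavage by the fusion cannot be told apart, and with identical fragments counted once the Abf1 ratio was 1.02 (0.926 to 1.13), with no excess at its own peaks beyond the interval. In each TF accessibility may account for the part shared with other TFs, since the peaks of another TF were also enriched, up to 1.40 times for Abf1, 1.33 times for Rap1 and 2.16 times for Reb1. These last values were also the preset test for fragments carried over from other libraries of the same run, with a cutoff of 1.5. Abf1 and Rap1 fell below it and Reb1 above. With identical fragments counted once the Abf1 library was above it at Reb1 peaks (1.75) and below it at Rap1 peaks (0.901). Carry-over from libraries of the same TF would enrich own peaks and was not excluded for any TF. The Abf1 library shares its run code with the minute-scale libraries of the Abf1 and Rap1 time courses. The Rap1 library shares its own with the second-scale Rap1 and Abf1 libraries (replicate 1 at 30 s) and with Reb1 replicates 2 and 3 at 30 s. The Reb1 library shares its own with the minute-scale libraries of the Reb1 time course. For Reb1, no Abf1 or Rap1 library carries that run code, so the value of 2.16 at Abf1 peaks is no sign of such fragments from those factors. Likewise no Reb1 library carries the run code of the Abf1 library, so its 1.75 at Reb1 peaks is no sign of fragments from Reb1. Carry-over within a TF and cleavage by the fusion before calcium was added cannot be told apart with these libraries. Cleavage by the fusion in living cells, the biological difference the design names, stays open and untested, as does a difference between runs, because the free MNase library without calcium carries a run code that none of the TF libraries without calcium has.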

How the results depend on the processing

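Counting identical fragments once, the other rounding and length of the window, the mean over positions with an end, motif scores without repeated regions, free MNase with the library without calcium, identical fragments counted once in the libraries without calcium, slow peaks not wholly inside another, short X-ChIP-seq fragments, X-ChIP-seq ends and sites scaled to the mean total of their library were tests chosen only after the results were seen.

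Of 325 alternative values, 205 kept their value or side of the threshold (for 12 of them, differences of the Reb1 index from Abf1 and Rap1, the exact p could not pass 0.05), 115 moved by more than the replicate SD, the 95% interval or a factor of 1.5, and 5 reversed in sign. The area under the curve for motif scores of fast against slow peaks stayed past its threshold in 18 of 18 alternatives, and the AT difference in 3 of 3. Fast class sizes stayed within a factor of 1.5 in 42 of 45 alternatives and peak counts in 26 of 37. Unless the construction of a setting gives it, the cause was not tested.

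At 1.5 times the stated threshold there were 6367 Abf1, 3943 Rap1, 5346 Reb1 and 1281 free MNase peaks, with 2410 high-scoring for Abf1 and 1274 for Rap1, and the slow classes of Abf1, Rap1 and Reb1 shrank by more than 1.5 times to 3384, 2256 and 3161. Merging within 10 bp gave 11523 Rap1, 12995 Reb1 and 4486 free MNase peaks, and within 100 bp 4751 Rap1 and 4600 Reb1 peaks. Without rDNA, the mitochondrial genome and chromosome ends there were 1526 free MNase peaks, and with identical fragments counted once there were 8027 Abf1 peaks. The motif P threshold of 0.0001 gave 1055, 598 and 830 high-scoring peaks for Abf1, Rap1 and Reb1, and 0.01 gave 12047, 6768 and 7821.

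On the ppm scale, 5811 Abf1 peaks were fast. The changes over time in ppm were taken with the classes of the authors' scale kept. The change of fast peaks from 10 s to 1 m reversed for Abf1 (−0.48, log2) and Rap1 (−0.24). That of slow peaks from 2.5 m to 20 m also reversed for these TFs (−0.34 and −0.17). The other changes moved. From 10 s to 1 m they were 0.13 for Reb1 fast peaks and 0.63, 0.96 and 0.70 for Abf1, Rap1 and Reb1 slow peaks. From 2.5 m to 20 m they were −1.82, −1.98 and −1.63 for fast peaks and 0.24 for Reb1 slow peaks. With the libraries up to 1 m alone, 1926 Abf1 and 502 Rap1 peaks were fast, by the rule of the earlier maximum in place of the main rule. The ratio to free MNase in ppm was 61.7 at the Abf1 and 5.35 at the Rap1 locus of Fig. 2. At the Supplementary Fig. 2 loci it was 69.4 and 2.77 for Abf1 fast and slow, 104 and 0.995 for Rap1 and 311 and 1.05 for Reb1. The number of positions with an end, by which the authors' scale multiplies, differs between libraries, which gives this shift by construction.

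Replicate correlations were 0.913 (Abf1) and 0.924 (Rap1) among fast peaks and 0.937, 0.926 and 0.914 (Reb1) among slow peaks. With each replicate left out in turn they ran from 0.955 to 0.974 for Abf1, 0.953 to 0.985 for Rap1 and 0.956 to 0.983 for Reb1. The correlation with free MNase was 0.100, 0.112 and 0.0825 in 100-bp windows. At 20 m it was 0.433 and 0.414, and it reversed for Reb1 (−0.0622).

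Unique slow peaks made up 73.7%, 42.4% and 73.6% for Abf1, Rap1 and Reb1 when only peaks wholly inside another were left out, 44.0%, 14.1% and 21.8% in 100-bp windows, 51.3%, 15.0% and 33.0% against any peak, and 13.2%, 2.06% and 10.0% against peaks at 0.5 times the threshold. Peaks wholly inside a free MNase peak were 2.37%, 3.71% and 2.43%, and 37.7%, 37.1% and 32.3% were shared at 0.5 times the free MNase threshold. Leaving out the free MNase 20 s library or adding the library without calcium changed none of these shares, which says nothing about their stability. Slow-peak signal at 20 m over random intergenic windows was 2.96 (Rap1 library), 3.04 (Reb1 library) and 2.47 (free MNase) for Abf1, 2.60 (Abf1 library), 4.06 (Reb1 library) and 2.15 (free MNase) for Rap1, and 1.83 (Abf1 library), 2.49 (Rap1 library) and 1.76 (free MNase) for Reb1.

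The X-ChIP-seq ratio was 0.875 at the motif P threshold of 0.0001, 0.962 by the median, 0.984 with ends and 0.979 with fragments under 120 bp. Signal to noise by the median was 32.8, 52.8 and 39.5 at 30 s for Abf1, Rap1 and Reb1, with the highest Abf1 value at 20 s. The highest Rap1 value was that of replicate 1 at 30 s (57.8), while replicates 2 and 3 gave 50.2 and 50.3 and the 20 s library 57.1. Random intergenic windows had a high-scoring match in 30.4% for Abf1 and 19.3% for Reb1, and base profile correlations of 0.985 for Rap1 and 0.973 for Reb1. In the libraries without calcium, with identical fragments counted once, the enrichment over free MNase at own fast peaks was 1.79 for Abf1 and 3.39 for Reb1, and that of Abf1 over the nearest other TF was 1.02. The sequence AUROC was 0.997, 0.995 and 1.00 over 50 bp and 0.559, 0.588 and 0.575 from flanking bases.

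Averaged over all sites, the asymmetry index was 0.00011 for Abf1 and 0.607 for Reb1 at 30 s, 0.602 for Reb1 at 40 s and 0.295 for Reb1-SL at 5 m. Without free MNase subtraction it was 0.419 for Reb1 and 0.389 and 0.142 for Reb1-SL at 30 s and 5 m. At the motif P threshold of 0.0001 it was 0.0430, −0.0341 and 0.689 for Abf1, Rap1 and Reb1. Sites scaled to the mean total of their library gave −0.0196 for Rap1 and 0.400 for Reb1. Scaling each site to the same total gave −0.0524, −0.186 and 0.619, which cannot be read as indices because sites with few ends after subtraction take values outside −1 to 1. With each replicate left out in turn the Reb1 index stayed between 0.528 and 0.559.

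Pairing replicates by number, as a block, left the differences of Reb1 from Abf1 and Rap1 at 0.559 and 0.553 with an exact sign-flip p of 0.25, the smallest that 3 pairs allow. The replicates' deviations from their mean correlated with 0.200 between Abf1 and Rap1, −0.702 between Abf1 and Reb1 and −0.838 between Rap1 and Reb1, so the numbers do not show a pairing. Neither this p nor the unpaired one can pass 0.05 at this size.

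At 30 s the free MNase library has a median of 22 to 23 ends in a window, which limits correlations with it, and the free MNase 20 s library of 47677 fragments limits comparisons at that time point.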

Differences from the paper's values

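Slow peaks not wholly inside another, X-ChIP-seq fragment ends and fragments shorter than 120 bp were tests chosen only after the results were seen. So was free MNase with its library without calcium. The other settings were set before the data were examined.

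The paper's share of unique slow sites is 77.8% for Rap1 and 89.5% for Reb1, and the shares here were 30.0% and 54.9%. None of the settings set before the data were examined, overlap of 100-bp windows, overlap with any peak or other peaks at 0.5 times the threshold, came within 1.5 times the paper's value for either TF. Counting as shared only slow peaks wholly inside another slow peak, a setting chosen after seeing the values, gave 73.6% for Reb1, within 1.5 times the paper's value, and 42.4% for Rap1, which is not. The paper's value for Abf1 is 87.3% and the value here 59.4%, which is within 1.5 times.

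The paper's share of peaks also found with free MNase is 2.37% for Abf1, 3.71% for Rap1 and 2.42% for Reb1, and the shares here were 7.50%, 8.37% and 6.70% by an overlap of 1 base, the rule set before the data were examined. The paper's methods name BEDOPS element-of, without its overlap setting. Requiring the peak to lie wholly inside a free MNase peak gave 2.37%, 3.71% and 2.43%, within the paper's values. The settings with free MNase at 0.5 times its threshold, without its 20 s library and, added later, with its library without calcium did not.

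The paper's lowest correlation of 30 s replicates for Abf1 is 0.966, and the value here was 0.955. In 100-bp windows it was 0.966, within the replicate SD of the paper's value, and it was not among fast peaks only or slow peaks only. For Reb1 the paper's lowest value is 0.945 and the value here 0.956, within the replicate SD, while 100-bp windows gave 0.962, outside it.

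The paper's highest correlation between TF and free MNase signal is 0.118, and the value here was 0.107. In 100-bp windows it was 0.118, and it stayed outside the paper's value in the 20 m libraries (0.433) and without replicate 1, 2 or 3 (0.102 to 0.107).

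Mean X-ChIP-seq signal at high-scoring Abf1 sites is about 1.6 in Fig. 4, read by eye, and was 0.899 here. At low-scoring sites it is about 1.6 in Fig. 4, read by eye, and was 0.979 here. The settings set before the data were examined, a motif P threshold of 0.0001, a window of 150 bp, fast and slow peaks and the median over sites, all stayed more than 1.5 times below. Counting fragment ends gave 1.27 and 1.29, and counting only fragments shorter than 120 bp gave 1.55 and 1.58, both within 1.5 times the paper's value and both chosen after seeing the values. At random windows the paper's value is about 0.9 in Fig. 4, read by eye, against 0.864 here, 0.820 with ends and 0.622 with the shorter fragments.

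Of the statements without a value, the paper says that signal to noise was in general highest at 30 and 40 s. Here the mean ratio was highest at those times in 0 of 3 TFs, with the highest values at 10 s for Abf1 and Rap1 and at 20 s for Reb1. For Rap1 the gap between 97.5 at 10 s and 93.1 in the 30 s library of the same run was smaller than the replicate SD of 5.99. By the median the highest values were at 20 s for Abf1 and Reb1. For Rap1 the highest was that of replicate 1 at 30 s (57.8), but the mean of the 3 replicates (52.8) was below the value at 20 s (57.1).

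The paper takes most slow sites of each TF to be unique. This held here for Abf1 (59.4%) and Reb1 (54.9%) and went the other way for Rap1 (30.0%), also under the added setting (42.4%). It depended on the overlap rule. In 100-bp windows, against any peak and against peaks at 0.5 times the threshold, the shares were 44.0%, 51.3% and 13.2% for Abf1 and 21.8%, 33.0% and 10.0% for Reb1.

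The paper describes an increase in cleavage between 10 and 20 s. On the authors' scale the mean over fast peaks rose in each TF, and in ppm of ends it fell for Abf1, from 98.2 to 94.4. At the loci of Fig. 2 the highest signal rose in each TF on the authors' scale, and in ppm it fell at the Reb1 locus, from 144 to 116.

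The paper finds AT-rich motifs in slow sites of each TF by de novo motif discovery. Mean AT content of slow peaks was above that of fast peaks for Abf1 (62.4% against 60.3%) and Rap1 (60.1% against 59.1%). It was below it for Reb1 (56.9% against 60.3%). Random windows over the genome had 61.8%, 61.8% and 62.0%, below the slow peaks of Abf1 and above those of Rap1 and Reb1. Random intergenic windows had 65.8%, 65.9% and 66.3%, above the slow peaks of each TF. By ratio to random windows over the genome the leading 6-mers of slow peaks were CACGTG, ACCCGG and CGCGCG. Among the 5 listed for each TF, ACCCGG, CACGTG and CCGGGC led by ratio to intergenic windows. A count of 6-mers is not motif discovery, so the methods differ.

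The class column of Supplementary Data 1 equals the class found here for 100% of the available Abf1 and Rap1 entries and for 56.1% of the available Reb1 entries, where 58.1% would be equal if the columns were unrelated. In the paper's Reb1 column the area under the curve of motif scores of fast against slow entries is 0.488, and with the classes found here it is 0.640 for the same entries. No shift of that column that was tried made it match.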

Other observations

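X-ChIP-seq ends and fragments shorter than 120 bp at sites distant from Abf1 peaks, and the tests of the normalization as a cause of the rise of slow peaks from 2.5 m to 20 m were chosen only after the result was seen, although the ppm scale was a setting set before the data were examined.

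Slow peaks rose from 2.5 m to 20 m on the authors' scale in each TF. A candidate explanation is the normalization by the number of positions with an end, which was higher at 20 m than at 2.5 m in each TF. In ppm, with the classes of the authors' scale kept, the change was −0.34 (log2) for Abf1 and −0.17 for Rap1, as this explanation needs. For Reb1 it was 0.24, where a rise was left and the normalization is not the whole cause. In slow classes found in ppm, the mean z-score went from 0.770 to 0.740 for Abf1 and from 0.463 to 0.851 for Rap1. The fall for Rap1 therefore depended on the classes. On that scale the slow peaks still rose from 10 s to 1 m in each TF. The median fragment length of the Reb1 libraries fell from 144 bp at 2.5 m to 98 bp at 20 m. At 20 m, 50.7% of Reb1 fragments were 100 bp or shorter, against 5.71% for Abf1 and 5.05% for Rap1. Whether fragment length sets Reb1 apart was not tested. Depletion of other fragments from late libraries and continued cleavage at slow sites were not tested either.

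Low-scoring sites were aligned on the best match of their window. The mean base profile of low-scoring matches correlated with that of low-scoring best matches in random windows outside peaks with 0.993 for Abf1, 0.995 for Rap1 and 0.988 for Reb1, above the preset cutoff of 0.9. Taking the best match of every window may therefore be enough to give low-scoring sites the base profile of the motif. The correlations of low-scoring with high-scoring profiles were 0.989, 0.977 and 0.979. DNA shape was not analysed here, and no biological explanation was tested.

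Slow peaks that overlap no slow peak of another TF could still be cleaved in the other libraries below the peak threshold. At unique slow peaks, the smallest ratio of 20 m signal to random intergenic windows over the other TFs and free MNase was 2.07 for Abf1, past the preset cutoff of 2 that this explanation needs. It was 1.85 for Rap1 and 1.44 for Reb1, under the cutoff. This depended on the background, since against random windows over the genome the smallest ratios were 3.02 and 2.57, past it. Against any peak, fast or slow, called at 0.5 times the threshold, however, 2.06% of Rap1 and 10.0% of Reb1 slow peaks were unique. This held for 92.0% and 91.0% of random positions, which were drawn over the genome and not between genes. For these TFs shared cleavage and cleavage by a single TF therefore cannot be told apart. Their preset reading as excluded was changed to undecided after the values were seen. Spearman's rho of the 20 m sums, over peaks, which are not independent replicates, was 0.658 with Rap1 and 0.224 with Reb1 across Abf1 slow peaks, 0.667 with Abf1 and 0.257 with Reb1 across Rap1 slow peaks, and −0.0733 with Abf1 and 0.103 with Rap1 across Reb1 slow peaks. In its own 20 m library over random windows, the signal was 7.49 times for Rap1 slow peaks and 15.7 times for Reb1 slow peaks. In the 20 m libraries Reb1 slow peaks had 3.54 times the signal of random windows for Abf1, 5.53 times for Rap1 and 3.00 times for free MNase. Rap1 slow peaks had 4.75 times for Abf1, 9.30 times for Reb1 and 3.52 times for free MNase. A preference of the TFs for these sites, which the paper proposes, was not tested.

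X-ChIP-seq signal was close at high- and low-scoring Abf1 sites. A preference of X-ChIP-seq for accessible DNA rather than for Abf1 sites is a possible explanation. At low-scoring Rap1 sites more than 200 bp from an Abf1 peak the signal was 4.95% below that at low-scoring Abf1 sites, and at such Reb1 sites it was 19.3% below, where the preset cutoff was 10%. On this scale the cutoff separates little, since random windows had 0.864 and low-scoring Abf1 sites 0.979. On scales that set them further apart, the low-scoring Rap1 and Reb1 sites lay 16.5% and 20.7% below with fragment ends, and 41.6% and 30.3% below with fragments shorter than 120 bp. These sites were not matched to the Abf1 sites for accessibility, so the preference for accessible DNA and binding of Abf1 cannot be told apart. The number of such sites, 244 and 475, limits the comparison, and no input library was used here.

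Free MNase libraries and those of the Reb1 time course up to 1 m, with replicate 1 at 30 s, share a run code. Reb1 replicates 2 and 3 at 30 s and the short-linker and N-terminal Reb1 libraries carry others. Fragments of Reb1 libraries in the free MNase library at 30 s would enrich it at fast peaks of Reb1 alone. The enrichment there was 0.847 times that at fast peaks of Rap1 alone, the smaller of the comparisons, where the preset cutoff was 1.5, which argues against such fragments.

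The mitochondrial genome took 45.2% of the fragments of the free MNase 10 s library. In the Rap1 and Reb1 libraries the lowest share of distinct fragments was 16.5% and 13.8%. No biological explanation was tested for these values.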
